# A circular RNA generated from an intron of the insulin gene controls insulin secretion

**DOI:** 10.1038/s41467-020-19381-w

**Published:** 2020-11-05

**Authors:** Lisa Stoll, Adriana Rodríguez-Trejo, Claudiane Guay, Flora Brozzi, Mustafa Bilal Bayazit, Sonia Gattesco, Véronique Menoud, Jonathan Sobel, Ana Claudia Marques, Morten Trillingsgaard Venø, Jonathan Lou S. Esguerra, Mohammad Barghouth, Mara Suleiman, Lorella Marselli, Jørgen Kjems, Lena Eliasson, Erik Renström, Karim Bouzakri, Michel Pinget, Piero Marchetti, Romano Regazzi

**Keywords:** Long non-coding RNAs, Physiology

## Abstract

Fine-tuning of insulin release from pancreatic β-cells is essential to maintain blood glucose homeostasis. Here, we report that insulin secretion is regulated by a circular RNA containing the lariat sequence of the second intron of the insulin gene. Silencing of this intronic circular RNA in pancreatic islets leads to a decrease in the expression of key components of the secretory machinery of β-cells, resulting in impaired glucose- or KCl-induced insulin release and calcium signaling. The effect of the circular RNA is exerted at the transcriptional level and involves an interaction with the RNA-binding protein TAR DNA-binding protein 43 kDa (TDP-43). The level of this circularized intron is reduced in the islets of rodent diabetes models and of type 2 diabetic patients, possibly explaining their impaired secretory capacity. The study of this and other circular RNAs helps understanding β-cell dysfunction under diabetes conditions, and the etiology of this common metabolic disorder.

## Abstract (web summary)

Circular RNAs contribute to the regulation of β-cell specific functions. Here the authors show that a circular RNA derived from one of the introns of the insulin gene is necessary for optimal insulin secretion from pancreatic islets and that its level is reduced in the islets of diabetic subjects.

## Introduction

Circular RNAs were first observed in eukaryotes by electron microscopy over 40 years ago^1^. However, it is only recently, with the advent of modern RNA-sequencing techniques and the use of unbiased computational approaches, that circular RNAs (circRNAs) were recognized to constitute a substantial fraction of the eukaryotic transcriptome^2–4^. CircRNAs are usually generated from precursor mRNAs of protein-coding genes but lack the 5′Cap and polyA tail. Exonic and exonic-intronic circRNAs are formed by backsplicing and thus display non-colinear 3′–5′ junctions; whereas intronic circRNAs typically derive from spliced introns (lariats) circularized by non-colinear 2′–5′ junctions at the 5′ and branchpoint nucleotides. As a result, the same gene locus can produce different exon/intron-containing circRNAs. These covalently closed RNAs are stable and resistant to exonuclease degradation. They can be cell-specific and conserved between species. CircRNAs affect cellular processes by modulating gene transcription, splicing, and translation, and are emerging as important players in the development of a wide range of diseases^2–4^.

Pancreatic β-cells, located within the islets of Langerhans, secrete insulin in response to a rise in nutrients or other non-metabolic stimuli and play a central role in blood glucose homeostasis. Dysfunction or loss of these cells can lead to chronic hyperglycemia and to the development of different forms of diabetes mellitus^5^. Thus, an in depth understanding of the mechanisms controlling insulin release is essential to elucidate the etiology of this very common metabolic disease. We recently showed that human and mouse pancreatic islets express numerous circRNAs, some of which participate in the regulation of β-cell activities^6^. Indeed, the exonic circRNAs circHIPK3 and ciRS-7/CDR1as were found to modulate the expression of genes required for optimal insulin secretion and β-cell mass expansion^6,7^. Interestingly, the levels of both circHIPK3 and ciRS-7/CDR1as are diminished in the islets of diabetic *db/db* mice^6^, suggesting that lower amounts of these circRNAs contribute to the failure of β-cells to release enough insulin to cover the organisms needs in these severely obese and insulin resistant animals^8^.

In our previous study, we investigated a group of already annotated and ubiquitously expressed circRNAs^6^. However, other circRNAs may originate from important genes expressed in pancreatic islets and may have been missed in previous analyses. These circRNAs may be required for the secretory activity, proliferation, and/or survival of β-cells, and could be dysregulated in the islets of diabetic individuals and contribute to the functional β-cell mass impairment characteristic of diabetes pathophysiology^5,9^. In this work, we show an unbiased search for all potential circular transcripts present in pancreatic islets that led to the discovery of previously undetected circRNAs. Our analysis identifies a number of circRNAs originating from key β-cell genes, and reveals that a conserved intronic circRNA derived from insulin pre-mRNA is necessary for optimal insulin secretion. Indeed, its deficiency alters the expression of several genes involved in insulin exocytosis, as well as calcium signaling, and thus impairs the secretory activity of rat and human β-cells. The intronic circRNA is mainly localized in the nucleus and exerts its function by interacting with the RNA-binding protein TDP-43. Furthermore, the level of this circRNA is decreased in the islets of rodents and humans with type 2 diabetes, suggesting that it may contribute to the development of the disease.

## Results

### Identification of circRNAs generated from key β-cell genes

Taking advantage of a dedicated microarray platform containing probes spanning over the predicted circular junctions of annotated transcripts, we previously identified more than 3000 circRNAs in pancreatic islets^6^. A major limitation of this methodology is that it can only detect circRNAs that are already annotated in other datasets. 

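The circRNA annotation was made by the authors from RNA-sequencing data of mouse islets of an earlier study, and is separate from the rat islet libraries of the knockdown experiment. A circRNA is recognized by reads that span its back-splice junction, where the end of a transcript segment is joined to its own start. The authors searched for such reads with CIRI2 and find_circ, kept circRNAs found by both, and required 2 or more junction reads in a sample. Their deposited table gives the position, strand, class and host gene of each circRNA, and the mean of its DESeq2-normalized junction reads over samples of mice on a normal diet. Only this mean and the annotation are used here, as the authors' values. They come with no replicate values, SD or test, and the depth behind them is unknown. The 6 columns of single samples belong to the earlier study and were not used. The column of total junction reads was not used either, since it holds 11 values of 0 and reaches 2996143. Coordinates are given as in the authors' table. Its genome build is not given in the sources used here, and Fig. 1b places mouse Ins2 on mm10.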

To circumvent this problem and obtain a comprehensive picture of all circRNAs present in islet cells, we used a two-algorithm computational approach to de novo annotate potential circular transcripts detectable in high-throughput RNA-sequencing data from mouse islets (GEO accession GSE92602)^10^. This computational approach led to the prediction of 15,925 putative circRNAs (file provided in the GEO accession GSE134699), which included circRNAs generated from key β-cell genes such as *Ins1*, *Ins2, Chga*, *Chgb*, *Gck*, *Glp1r*, *Pcsk1*, *Pcsk2*, and *Slc30a8*^5,11^ (Supplementary Table 1). 

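The annotation lists 15925 circRNAs with 4286 host genes. Of these, 14675 (92.2%) are of the exon class, 927 (5.82%) of the intron class and 323 (2.03%) intergenic. Among hosts that encode proteins of the insulin granule and of hormone processing, the prohormone convertase gene Pcsk2 has 18 circRNAs, 4 of them of the intron class, and Pcsk1 has 2. The chromogranin genes Chga and Chgb have 5 and 1, and the zinc transporter gene Slc30a8 has 4, of which 2 are of the intron class. Ins1 has 2 of the exon class. The GLP-1 receptor gene Glp1r has 3, including circ_00791 of the intron class with a mean of 47.4 normalized junction reads. In the authors' table the most abundant of these is circ_00025 of Pcsk2 on chromosome 2, with a mean of 662 and rank 22 of all circRNAs. Means run from 0.952 to 2536, with a median of 2.99. The 10 highest are circ_00001 of Tulp4, circ_00003 of Gigyf2, circ_00006 of Phf21a, circ_00005 of Hipk3, circ_00007 of Dtnb, circ_00011 of Mlxipl, the intergenic circ_00004, circ_00008 of Mettl9, circ_00009 of Tasp1 and circ_00010 of Pip5k1b. No circRNA of the list is assigned to Cdr1as. With a mean of at least 5 the list holds 5439 circRNAs, and with a mean of at least 10 it holds 2986.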

Because of the essential role played by insulin in β-cell function and blood glucose homeostasis^5^, we decided to focus on circRNAs originating from the insulin genes. Since the *Ins1* gene is not conserved in humans, we elected to study in more detail the circRNAs including sequences of the insulin 2 (*Ins2*) gene, which is the rodent orthologue of the human insulin (*INS*) gene^12^. Our computational annotation identified three potential circRNAs produced from the *Ins2* gene (Supplementary Table 1). 

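The Ins2 circRNAs lie on the minus strand of mouse chromosome 7, are all of the intron class, and share their end at position 142679346. The authors' table starts circ_03986 at 142678859, circ_13543 at 142678903 and circ_11718 at 142678915. The start of circ_13543 is therefore 44 bases from that of circ_03986, and the start of circ_11718 is 12 bases further. In the authors' table circ_03986 has a mean of 11.0 normalized junction reads, which ranks 2712 among all circRNAs and 85 among the 927 of the intron class. The mean is 2.99 for circ_13543 and 2.60 for circ_11718, close to the 1.99 that is the median of the intron class. With a mean of at least 5, circ_03986 alone is left of the 3. These values carry no replicate error, so the order of circ_13543 and circ_11718 is not tested.

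**Figure D1:**
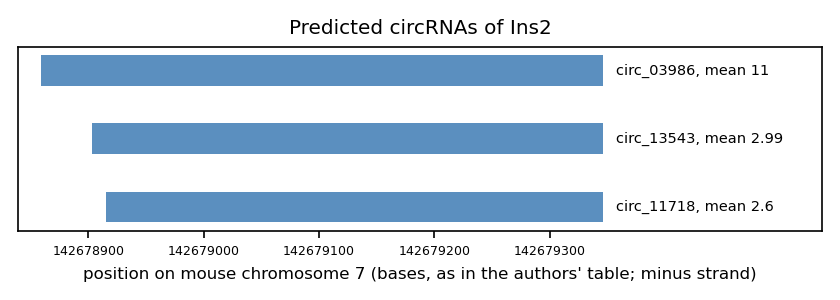
Predicted circRNAs of mouse Ins2 in the authors' annotation, drawn to scale along chromosome 7 (x axis, bases). Each bar runs from start to end of a circRNA, labelled with its mean of normalized junction reads. The 3 bars share their end at 142679346.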

Interestingly, the predicted circRNAs included sequences belonging to intron 2. We first verified by RT-qPCR the existence of these circRNAs in mouse, rat, and human islets using divergent primers designed to amplify circularized transcripts^13,14^ (Supplementary Fig. 1). Gel electrophoresis revealed the amplification of two or more qPCR products in DNase-treated and reverse-transcribed islet RNA from each of the three species (Fig. 1a). The presence of multiple PCR products amplified with ci-Ins divergent primers may potentially be due to the recognition of multiple branchpoints as described previously^15^. Sequencing of these qPCR products indicated two common types of non-colinear junctions between species corresponding to the lariat or to the totality (full length) of the second intron of the insulin pre-mRNA (Fig. 1b and Supplementary Fig. 2). The junction loci in mouse were similar to two of the computationally predicted *Ins2* circRNAs: the lariat-derived circRNA_11718 and the full length-derived circRNA_03986 (Supplementary Table 1). We next designed qPCR over-junction primers that do not cross-react with the corresponding insulin pre-mRNA and specifically amplify the lariat-derived transcripts of the second intron of mouse or rat *Ins2* (ci-Ins2), or of human *INS* (ci-INS) (Fig. 1c). We decided to focus on the lariat-derived circRNA despite its relatively low abundance compared to its parent gene (Fig. 2a, b) since this class of circRNAs has been shown to play important regulatory roles in other cell types^13,16–18^. An estimation of the number of transcripts (Supplementary Table 2) revealed that ci-Ins2 is about five times less abundant compared to circHIPK3 (one of the most abundant circRNAs present in β-cells^6^) but is twenty times more abundant than ciRS-7 (a circRNA that has been reported to regulate insulin secretion^6,7^).

**Fig. 1:**
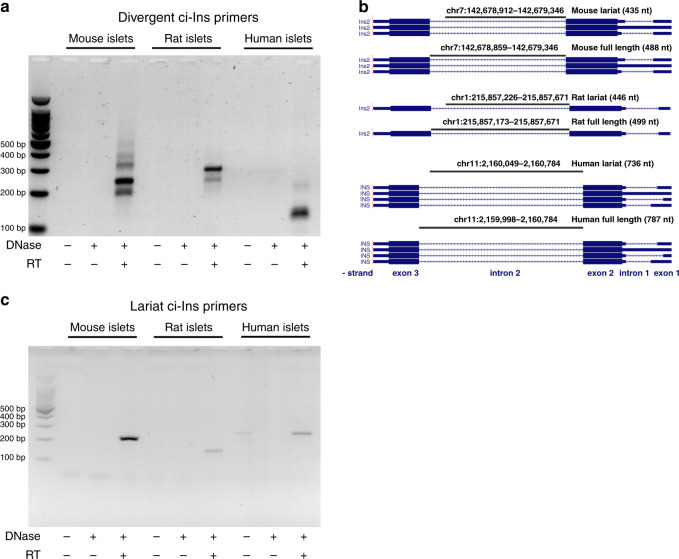
Insulin circular intronic RNAs are detectable in mouse, rat, and human islets. **a** Agarose gel electrophoresis picture showing circRNAs amplified by qPCR using divergent primers targeting the intron 2 of mouse *Ins2*, rat *Ins2*, and human *INS*. **b** Loci of sequenced qPCR products of mouse *Ins2* (mm10), rat *Ins2* (rn6), and human *INS* (hg38) intron 2 lariat and full-length circRNAs. The image was obtained using the UCSC genome browser (http://genome.ucsc.edu). **c** Agarose gel electrophoresis picture of lariat mouse and rat ci-Ins2 and human ci-INS qPCR products amplified with over-junction primers. **a**, **c** cDNA synthesis of islet RNA was performed with (+) or without (−) DNase treatment and with (+) or without (−) addition of reverse transcriptase (RT). *n* = 1 independent experiment. Source data are provided as a Source Data file.

**Fig. 2:**
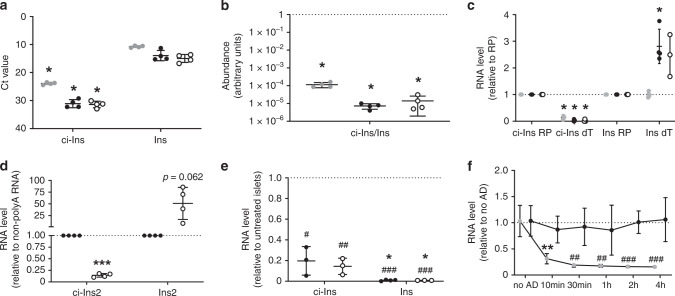
ci-Ins2 is a stable circular intronic RNA. **a**–**c** Mouse (gray circles) and rat (black circles) ci-Ins2 and *Ins2*, and human (clear circles) ci-INS and *INS* were analyzed in islet RNA samples by qPCR. The expression of the circRNAs was assessed using over-junction primers. **a** Ct values in 10 ng RNA, **b** relative circRNA/mRNA abundance (log_10_ scale), and **c** RNA levels in oligo dT (dT) cDNA relative to random primer (RP) cDNA measured by qPCR. *n* = 3 (**c**, human) and 4 (**a**–**c** (mouse and rat)) independent experiments. *p ≤ 0.001 (**a**–**c** (ci-Ins dT) and *p = 0.011 (**c**, rat *Ins2* dT) vs. *Ins2*, *INS*, or RP by two-tailed unpaired or one-sample *t*-test. **d** Rat ci-Ins2 and *Ins2* measured by qPCR in islet polyA RNA (clear circles) relative to non-polyA RNA (black circles). *n* = 4 independent experiments. ***p = 0.000025 vs. non-polyA RNA by two-tailed one-sample *t*-test. **e** Rat ci-Ins2 and *Ins2* (black circles) and human ci-INS and *INS* (clear circles) measured by qPCR in RNase R-treated islet RNA relative to untreated RNA. *n* = 3 and 4 (rat *Ins2*) independent experiments. ^#^*p* = 0.01, ^##^*p* = 0.003, and ^###^*p* < 0.0001 vs. no RNase R-treated RNA and *p = 0.04 vs. ci-Ins2 or ci-INS by two-tailed one-sample or unpaired *t*-test. **f** ci-Ins2 (black circles) and *Ins2* intron 1 (gray circles) normalized to *Hprt1*, measured by qPCR, in rat islet cells after actinomycin D treatment relative to no treatment (no AD). *n* = 5 independent experiments denoted as the mean. **p = 0.008 vs. no AD *Ins2* intron 1, ^##^*p* = 0.003 (30 min), ^##^*p* = 0.008 (1 h), ^###^*p* = 0.0003 (2 h), and ^###^*p* = 0.0001 (4 h) vs. ci-Ins2 at the corresponding time point by two-way ANOVA and Tukey post hoc test. **a**–**f** Data and mean are represented ± s.d. Source data are provided as a Source Data file.

### ci-Ins2 is stable and exclusively detected in β-cells

We next verified the circularity of the ci-Ins2 and ci-INS transcripts. Since circRNAs are not polyadenylated^19^, they should not be efficiently reverse-transcribed using oligo-dT primers. Indeed, while polyadenylated linear insulin mRNA of mouse, rat, and human were equally well amplified from islet cDNAs produced with oligo-dT or with random primers, ci-Ins2 and ci-INS could be efficiently amplified only using random primers (Fig. 2c). Moreover, ci-Ins2 was poorly amplified in polyA-enriched rat islet RNA in contrast to *Ins2* (Fig. 2d). These observations confirm the absence of polyA tails in these lariat transcripts in the three species. To further verify the circularity of ci-Ins2 and ci-INS, we tested their resistance to RNase R, an exoribonuclease that digests linear but not lariat or circRNAs^20^. After treating islet RNA with this enzyme, we found that the rat ci-Ins2 is about 20 times more resistant to RNase R degradation compared to the linear *Ins2* mRNA (Fig. 2e), confirming the circularity of the intronic sequence. Similar findings were obtained with the human ci-INS and *INS* mRNA (Fig. 2e). Intron lariats are generated during splicing and are usually degraded within minutes^21^. To assess whether ci-Ins2 remains stable after *Ins2* pre-mRNA splicing, we measured its level in rat islet cells treated with the transcription inhibitor actinomycin D. We found that the level of the lariat derived from intron 2 remained constant for at least 4 h. In contrast, intron 1 of *Ins2* pre-mRNA was substantially degraded within 10 min (Fig. 2f).

We then verified the level of ci-Ins2 and its parent gene *Ins2* in rat tissues and islet cells. As expected, *Ins2* and ci-Ins2 were only present in pancreatic islets (Fig. 3a, b). Among islet cells, ci-Ins2 was found to be highly enriched in β-cells (99% of insulin-positive cells) and was only marginally detected in the fraction containing α-cells (89% of glucagon-positive cells) (Fig. 3c). The presence of low levels of the circRNA in the α-cell-enriched fraction is most probably due to the few contaminating β-cells as small amounts of *Ins2* were also detected (Fig. 3c).

**Fig. 3:**
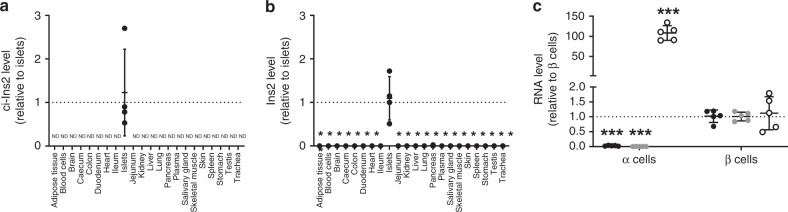
ci-Ins2 is specifically detected in β cells. **a** ci-Ins2 and (**b**) *Ins2* normalized to *Hprt1*, measured by qPCR, in rat blood cells, plasma, and 19 tissues relative to islet levels. ND = not detected. *n* = 4 independent experiments. *p < 0.0001 vs. islets by one-way ANOVA and Dunnett post hoc test. **c** ci-Ins2 (black circles), *Ins2* (gray circles), and *Gcg* (clear circles) normalized to *Hprt1*, measured by qPCR, in rat α-cells relative to β-cells. *n* = 5 independent experiments. ***p = 0.000005 (ci-Ins2), ***p = 0.0001 (*Ins2*), and ***p = 0.0002 (*Gcg*) vs. β-cells by two-tailed unpaired *t*-test. **a**–**c** Data and mean are represented ± s.d. Source data are provided as a Source Data file.

### ci-Ins2 and ci-INS are required for optimal insulin secretion

We next examined the role of ci-Ins2 in the regulation of β-cell function and mass. For this purpose, we knocked down ci-Ins2 in rat islet cells using an antisense LNA oligonucleotide (gapmeR) that targets the junction of the rat circRNA and does not affect the level of the linear *Ins2* transcript (Fig. 4a and Supplementary Fig. 1). This treatment did not alter cellular insulin content (control gapmeR: 15 ± 7 vs. ci-Ins2 gapmeR: 19 ± 10 ng insulin/µg protein, *n* = 5, mean ± s.d., two-tailed unpaired *t*-test), but reduced insulin secretion in response to stimulatory glucose or KCl concentrations (Fig. 4b) and tended to reduce prolactin-stimulated β-cell proliferation (Fig. 4c). In contrast, basal insulin secretion (Fig. 4b), as well as, basal and cytokine-induced islet apoptosis (Fig. 4d) were not affected. We then assessed whether human ci-INS also regulates β-cell insulin secretion. Despite the expected variability in the secretory response of human islets obtained from different donors, silencing this circRNA with two distinct ci-INS junction gapmeRs targeting different sequences from that of rat ci-Ins2 (Fig. 5a, d and Supplementary Fig. 1) resulted in a decrease in glucose- or KCl-induced insulin secretion (Fig. 5b, e). Instead, basal insulin secretion (Fig. 5b, e) and cellular insulin content (Fig. 5c, f) were not affected by the two ci-INS gapmeRs.

**Fig. 4:**
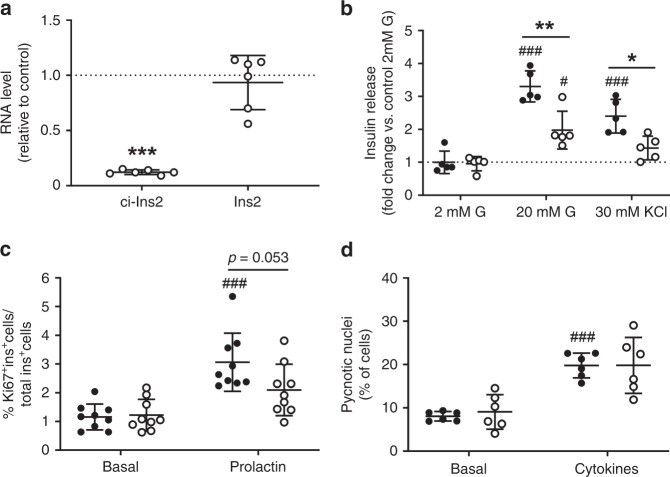
ci-Ins2 is involved in rat β-cell secretory activity. **a**–**d** Dissociated rat islet cells were transfected with control (black circles) or ci-Ins2 (clear circles) gapmeRs. Experiments were performed 48 h after transfection. **a** ci-Ins2 and *Ins2* normalized to *Hprt1*, measured by qPCR, and expressed relative to control. *n* = 6 independent experiments. ***p < 0.0001 by two-tailed one-sample *t*-test. **b** Insulin secretion in response to 2 mM glucose (G), 20 mM G, or 30 mM KCl represented as the fold change vs. control basal (2 mM G) condition. *n* = 5 independent experiments. *p = 0.018 and **p = 0.0007 as indicated, and ^#^*p* = 0.016, ^###^*p* < 0.0001 (20 mM G) and ^###^*p* = 0.0004 (30 mM KCl) vs. 2 mM G control by one-way ANOVA and Tukey post hoc test. **c** Basal and 48 h prolactin-stimulated β-cell proliferation determined by Ki67 and insulin staining. *n* = 9 independent experiments. ^###^*p* = 0.00005 vs. basal control condition by one-way ANOVA and Tukey post hoc test. **d** Basal and 24 h cytokine-induced apoptosis determined by scoring pycnotic nuclei. *n* = 6 independent experiments. ^###^*p* = 0.0002 vs. basal control condition by one-way ANOVA and Games-Howell post hoc test. **a**–**d** Data and mean are represented ± s.d. Source data are provided as a Source Data file.

**Fig. 5:**
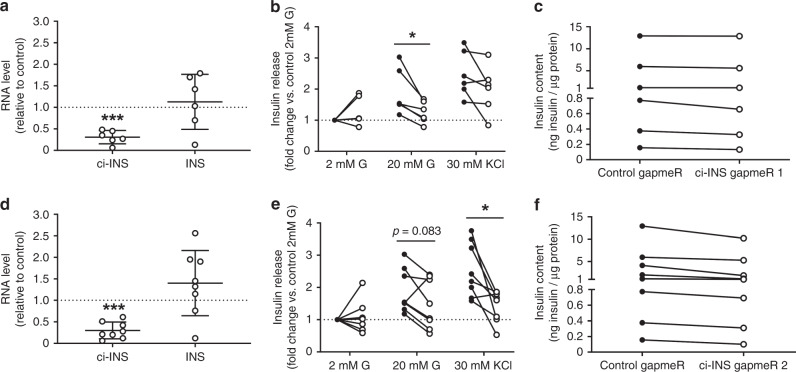
ci-INS is necessary for efficient human β-cell insulin secretion. **a**–**f** Dissociated human islet cells were transfected with control gapmeR (black circles) or with ci-INS (clear circles) gapmeR 1 (**a**–**c**) or gapmeR 2 (**d**–**f**). Experiments were performed 48 h after transfection. **a**, **d** ci-INS and *INS* normalized to *HPRT1* and *PPIA*, measured by qPCR, and expressed relative to control in (**a**) ci-INS gapmeR 1 (*n* = 6 independent experiments) or (**d**) ci-INS gapmeR 2 (*n* = 8 independent experiments). Data and mean are represented ±  s.d. ***p = 0.0001 (**a**) and ***p = 0.00002 (**d**) by a two-tailed one-sample *t*-test. **b**, **e** Insulin secretion in response to 2 mM glucose (G), 20 mM G, or 30 mM KCl represented as the fold change vs. control basal (2 mM G) condition in (**b**) ci-INS gapmeR 1 (*n* = 6 independent experiments) or (**e**) ci-INS gapmeR 2 (n = 8 independent experiments). *p = 0.018 (**b**) and *p = 0.011 (**e**) by two-tailed paired *t*-test. **c**, **f** Cellular insulin content normalized to protein content in control and (**c**) ci-INS gapmeR 1 (*n* = 6 independent experiments) or (**f**) ci-INS gapmeR 2 (*n* = 8 independent experiments). Source data are provided as a Source Data file.

We next investigated the mechanisms through which ci-Ins2 regulates insulin secretion. RNA sequencing of rat islet cells transfected with the ci-Ins2 gapmeR revealed the decreased expression of 425 genes and an increase in the level of 90 genes (GEO accession GSE134699). 

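The RNA sequencing compared rat islet cells transfected with a control gapmeR (n = 3) with cells transfected with a gapmeR against ci-Ins2 (n = 3), 48 h after transfection. A gapmeR is an antisense oligonucleotide whose DNA core lets RNase H cleave the RNA it pairs with. ci-Ins2 itself was not measured here, since the values are for annotated transcripts of mRNA libraries, so the knockdown does not check the labels. The authors mapped the reads with STAR 2.5.3a and estimated transcript abundances with RSEM 1.3.0, and made their lists of changed genes separately with HISAT2 2.1.0, HTSeq 0.10.0 and DESeq2 1.12.4. The deposited transcript abundances have the same sum in each library. They are not counts, and the number of reads behind each library is unknown. Between 26127 and 26730 transcripts were above 0 in a library. The abundances were divided by 10, which puts them on the scale of TPM, and added up per gene name, and are given here in these units. Of 28656 names, the 13927 with a value of at least 1 in 3 or more libraries were tested. Each library was divided by its median-of-ratios size factor (0.962 to 1.035), and limma was run on log2(value + 1), on which scale the changes of low genes are understated. The replicates of both groups with the same number came from the same animal. The fit has no block for the animal, as the paper's methods name none. Blocked values are given for some of the calls that the block changes. Counts of list members are without the block unless it is named. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1.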

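After ci-Ins2 knockdown 488 genes were lower and 141 were higher at an adjusted p under 0.05 from limma. Among genes with a symbol and a mean of at least 5 units in the higher group, the 10 largest decreases were those of Frmd5, Cacna1c, Fars2, Hmbox1, Gatb, Thoc2, Slc12a7, Arhgef2, Ifi27 and Ubr1. Slc12a7, which encodes a potassium-chloride cotransporter, fell from 53.0 ± 3.21 to 14.3 ± 0.490 abundance units (SD, n = 3 each), a log2 fold change of −1.82 (standard error 0.062, adjusted p = 7.4e-05 from limma). Gatb and Fars2, which serve tRNA charging in mitochondria, had log2 fold changes of −1.84 (adjusted p = 0.00032) and −2.01 (adjusted p = 0.0017). Thoc2, a subunit of the THO complex of mRNA export, fell from 17.5 ± 0.832 to 4.21 ± 0.189 units. Among the 10 largest increases were those of MGC116197, Galnt18, Nnat, Fancm, Ddah2, Rac3, Cdkn1a, Renbp and Nt5dc2. Fancm, a DNA repair helicase, rose from 17.7 ± 1.07 to 38.6 ± 2.64 units, a log2 fold change of 1.08 (adjusted p = 0.00073), and Nnat, which encodes neuronatin, rose from 50.9 ± 13.2 to 115 ± 13.3. Without 1 library at a time, the 10 decreases and the increases of Galnt18, Fancm, Ddah2 and Nt5dc2 stayed past the threshold, and the adjusted p of MGC116197, Nnat, Rac3, Cdkn1a and Renbp reached at most 0.0978, 0.0631, 0.112, 0.105 and 0.141. Of the 425 lower and 90 higher genes that the authors' deposited table lists, 407 and 87 were tested here, and 350 and 63 of them passed in the same direction. Without 1 library these were at least 164 (without control replicate 3) and 25 (without ci-Ins2 replicate 1). Both sets of lists come from the same 6 libraries, so their overlap is not independent evidence. With the animal as a block 1428 genes were lower and 729 higher, including all 629 of the fit without it. Without scaling between libraries the split was 360 lower and 177 higher genes (67.0% lower, against 77.6%), and leaving out 1 library gave from 187 lower genes (without control replicate 3) to 309, and from 35 higher genes (without ci-Ins2 replicate 3) to 73.

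**Figure D2:**
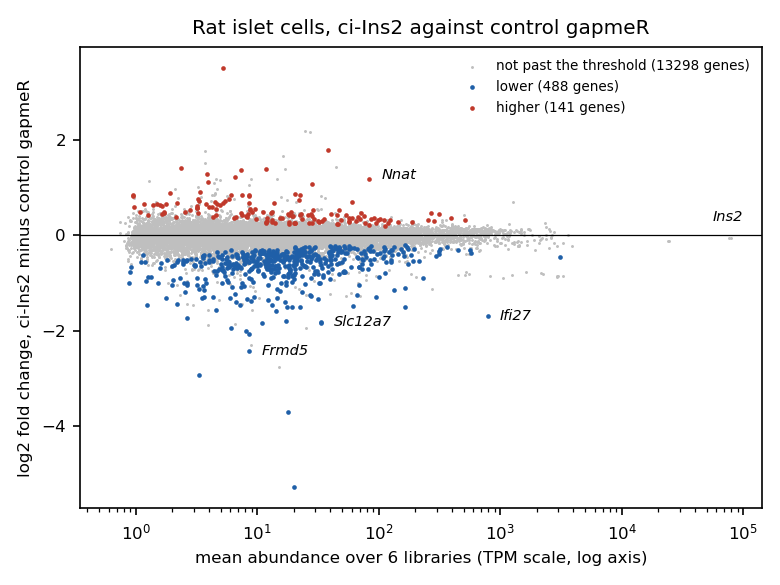
Log2 fold change of ci-Ins2 against control gapmeR (y axis) against mean abundance over the 6 libraries (x axis, log scale) for the 13927 genes tested, 1 point per gene. Blue, the 488 lower genes; red, the 141 higher genes; grey, genes not past the threshold. Nnat lies at 1.18 and Slc12a7 at −1.82.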

Consistent with the observed phenotype, the downregulated mRNAs were enriched for transcripts originating from genes involved in insulin secretion. In contrast, upregulated genes were mainly related to the p53 signaling pathway (GEO accession GSE134699). 

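Of 51 measured genes of the exocytosis machinery, 8 were lower and none was higher (9 lower and 1 higher when adjusted over the list alone). They were Rab3gap1, Unc13a, Cadps, Erc2, Rapgef4, Syt7, Rims2 and Syt4. Rab3gap1, a subunit of the GTPase-activating protein of Rab3, fell from 92.8 ± 1.15 to 44.6 ± 0.205 abundance units (SD, n = 3 each), a log2 fold change of −1.04 (standard error 0.041, adjusted p = 8.5e-05 from limma). Cadps, which primes dense-core granules for fusion, and Erc2, a scaffold protein of release sites, had log2 fold changes of −0.67 (adjusted p = 0.0040) and −0.50 (adjusted p = 0.012). Among 11 voltage-gated calcium channel genes, Cacna1c, Cacna1d and the auxiliary subunit gene Cacnb2 were lower and none was higher (5 lower and 1 higher when adjusted over the list alone). Of 21 genes of ion pumps and calcium stores, 5 were lower and none was higher (7 lower and 1 higher when adjusted over the list alone). Among these were the sodium-potassium ATPase subunit gene Atp1b3, the sodium-calcium exchanger gene Slc8a1 and the calcium release channel gene Itpr2. Among 25 potassium and sodium channel genes, Kcnma1 and Nalcn were lower and Kcnip1 and Kcnn1 higher (3 lower and 2 higher when adjusted over the list alone). With the animal as a block, 13 exocytosis genes were lower and 1 higher, and 4 calcium channel genes were lower and 1 higher. Of pumps and stores 7 were then lower and 1 higher, and of potassium and sodium channels 6 lower and 2 higher. Kcnma1, a calcium-activated potassium channel, fell from 131 ± 6.36 to 71.6 ± 5.73 units. Without 1 library at a time Rab3gap1, Unc13a, Cadps, Cacna1c, Cacna1d, Atp1b3, Kcnma1 and Nalcn stayed past the threshold, while the adjusted p of Erc2, Cacnb2, Slc8a1, Kcnip1 and Kcnn1 reached 0.0622, 0.0956, 0.0988, 0.0940 and 0.155. Rapgef4 passed in 2 of these 6 fits, Syt7 and Rims2 each in 1, and Syt4 in none. In the authors' deposited table, 9 of the lower genes belong to the pathway of insulin secretion (p = 0.0022, adjusted p = 0.0856, rank 5 of 16 pathways). The lower genes held 8 exocytosis genes where 1.79 would be shared by chance (one-sided Fisher's exact test, adjusted p = 0.0040), and this call was lost without control replicate 3 (adjusted p = 0.174), ci-Ins2 replicate 2 (0.150) or ci-Ins2 replicate 3 (0.0638). The same test passed for calcium channels (0.031; 0.063 with the animal as a block) and for pumps and stores (0.0048). Without 1 library the calcium channel call was lost in 5 of 6 fits (at most 0.150, without ci-Ins2 replicate 2) and the call of pumps and stores in 4 of 6 (at most 0.121, without ci-Ins2 replicate 2), and without scaling the calcium channel call was lost too (0.138). Camera with a preset correlation of 0.01 gave an adjusted p of 0.0145 for exocytosis, 0.0088 for calcium channels, 0.0496 for potassium and sodium channels and 0.0023 for pumps and stores, each toward lower expression. For each of these lists the adjusted p = 0.38 with an estimated correlation. The adjustment runs over all 22 lists, among them the study genes of Fig. 6a, which were chosen on these libraries. Their small camera p lowers the adjusted p of other lists, and 0.0496 is close to the threshold. Without ci-Ins2 replicate 2 the camera adjusted p was 0.0946 for exocytosis, 0.0571 for calcium channels and 0.198 for potassium and sodium channels. The call of the potassium and sodium channels was also lost without control replicate 1 (0.134) or control replicate 3 (0.0528), at a pseudocount of 0.1 (0.0553), without a filter (0.0747) and with the filter at 5 (0.0596). Of the 8 exocytosis genes, 5 are among those the study drew in Fig. 6a from these libraries, so they are not independent evidence of the direction. The paper sets the enrichment of its lower genes beside the reduced insulin secretion that it measured in these cells, and proposes that these go together.

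**Figure D3:**
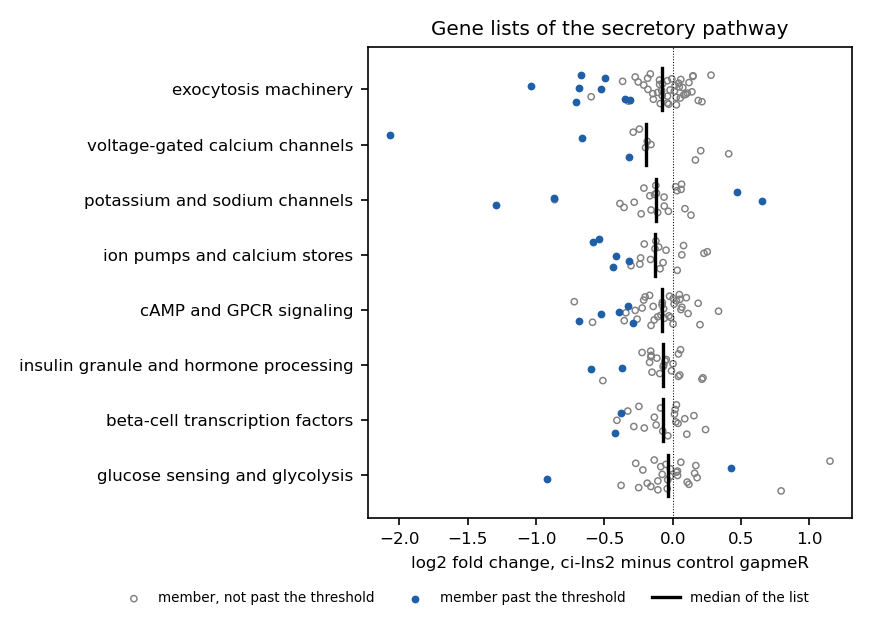
Log2 fold change of ci-Ins2 against control gapmeR (x axis) for the measured members of 8 gene lists (y axis). Open circles, members not past the threshold; blue circles, members past it; bars, list medians. The 8 exocytosis genes past the threshold all lie below 0, and Cacna1c is the lowest calcium channel gene.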

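Of 40 genes of cAMP and G protein-coupled receptor signaling, Plcb4, Rapgef4, Gipr, Sik2 and Pde4b were lower and none was higher (10 lower and 1 higher when adjusted over the list alone). Plcb4, a phospholipase C, fell from 43.6 ± 2.66 to 30.0 ± 0.927 abundance units (SD, n = 3 each), and the kinase gene Sik2 from 62.6 ± 1.14 to 51.1 ± 1.43. Camera gave this list an adjusted p of 0.0056 toward lower expression, and the adjusted p = 0.38 with an estimated correlation. Its enrichment among the lower genes did not pass (one-sided Fisher's exact test, adjusted p = 0.0545), but did with the animal as a block (0.0078), without a filter (0.0071) and without the mean-variance trend (0.0099). Without 1 library between 1 (without ci-Ins2 replicate 3) and 4 of its genes were lower, and 2 without scaling. Among 23 genes of the insulin granule and of hormone processing, the granule membrane protein genes Ptprn2 and Ptprn were lower and none was higher (2 lower and 1 higher when adjusted over the list alone). Ptprn2 fell from 212 ± 5.89 to 139 ± 5.35 units, a log2 fold change of −0.60 (standard error 0.048, adjusted p = 0.0016 from limma). Of 21 beta-cell transcription factor genes, 2 were lower, among them Rfx3, and none was higher (4 lower and 1 higher when adjusted over the list alone). Among 29 genes of glucose sensing and glycolysis, the phosphofructokinase gene Pfkp was lower and the glycerol-3-phosphate dehydrogenase gene Gpd2 higher (3 lower and 3 higher when adjusted over the list alone). With the animal as a block, 11 genes of the cAMP list were lower and 1 higher, and 6 of the granule list were lower and 2 higher. Of the transcription factors 3 were then lower and 1 higher, and of the glucose list 5 lower and 5 higher. Without 1 library at a time Plcb4, Ptprn2 and Gpd2 stayed past the threshold, while the adjusted p of Sik2, Ptprn, Rfx3 and Pfkp reached 0.0930, 0.133, 0.0905 and 0.104. Camera did not pass for the granule (adjusted p = 0.106; 0.0306 without control replicate 1, with a median of −0.13), transcription factor (0.169) and glucose lists (0.753), and the median of the glucose list was −0.04 while its mean was 0.01. Markers of other cells moved in the same libraries. The median log2 fold change was −0.44 over 12 macrophage and immune markers, none of which passed alone (camera adjusted p = 0.0145, and adjusted p = 0.61 with an estimated correlation). With the animal as a block 4 of these markers were lower, among them C1qc and C1qb. The camera adjusted p was then 0.00013, and 0.40 with an estimated correlation. Of 6 ductal-cell markers, the keratin genes Krt19, Krt18 and Krt7 were higher (camera adjusted p = 0.0126, and adjusted p = 0.38 with an estimated correlation; 0.062 with the animal as a block). Without 1 library the adjusted p of Krt19, Krt18 and Krt7 reached 0.0558, 0.122 and 0.16.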

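Of 40 measured p53 targets, Ccng1, Cdkn1a and Gtse1 were higher, Ccnd2 was lower and 36 did not pass (5 higher and 2 lower when adjusted over the list alone). Cdkn1a, an inhibitor of cyclin-dependent kinases, rose from 15.8 ± 1.89 to 29.6 ± 5.92 abundance units (SD, n = 3 each), a log2 fold change of 0.85 (standard error 0.15, adjusted p = 0.030 from limma). Ccng1, which encodes cyclin G1, rose from 266 ± 16.2 to 365 ± 21.7 units, a log2 fold change of 0.45 (standard error 0.067, adjusted p = 0.015). Gtse1, a regulator of p53 in the G2 phase of the cell cycle, rose from 2.35 ± 0.273 to 4.02 ± 0.564 units, and Ccnd2, which encodes cyclin D2, fell from 147 ± 8.54 to 111 ± 6.84. Without 1 library the adjusted p reached at most 0.105 for Cdkn1a, 0.0673 for Ccng1, 0.130 for Gtse1 and 0.0956 for Ccnd2. In the authors' deposited table the p53 pathway is the 1 pathway given for the higher genes, with the genes Ccng1, Gtse1 and Cdkn1a (p = 0.0405, adjusted p = 0.963). The 141 higher genes held 3 p53 targets where 0.405 would be shared by chance (one-sided Fisher's exact test, adjusted p = 0.084). With the animal as a block, 8 targets were higher and 5 lower, and the adjusted p was 0.021. The median log2 fold change of the list was 0.06 (camera adjusted p = 0.065; 0.0362 without ci-Ins2 replicate 1, 0.0470 without ci-Ins2 replicate 3 and 0.0375 without a filter).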

Altered mRNA levels of several key genes involved in insulin secretion from glycolysis to exocytosis^22–34^ were validated by qPCR (Fig. 6a, b). These included mRNAs coding for Ca^2+^ sensors (*Syt4*, *Syt7*, and *Pclo*), Ca^2+^ channel subunits (*Cacna1d*), Na^+^/K^+^ ATPase subunits (*Atp1a1* and *Atp1b3*), and components involved in small GTPase signaling (*Rapgef4* and *Rims2*) and in the recruitment of insulin granules for exocytosis (*Unc13a*). *SYT7*, *PCLO*, *CACNA1D*, and *UNC13A* were also downregulated after knocking down ci-INS in human islets with either gapmeR 1 or 2 (Fig. 6c, d).

**Fig. 6:**
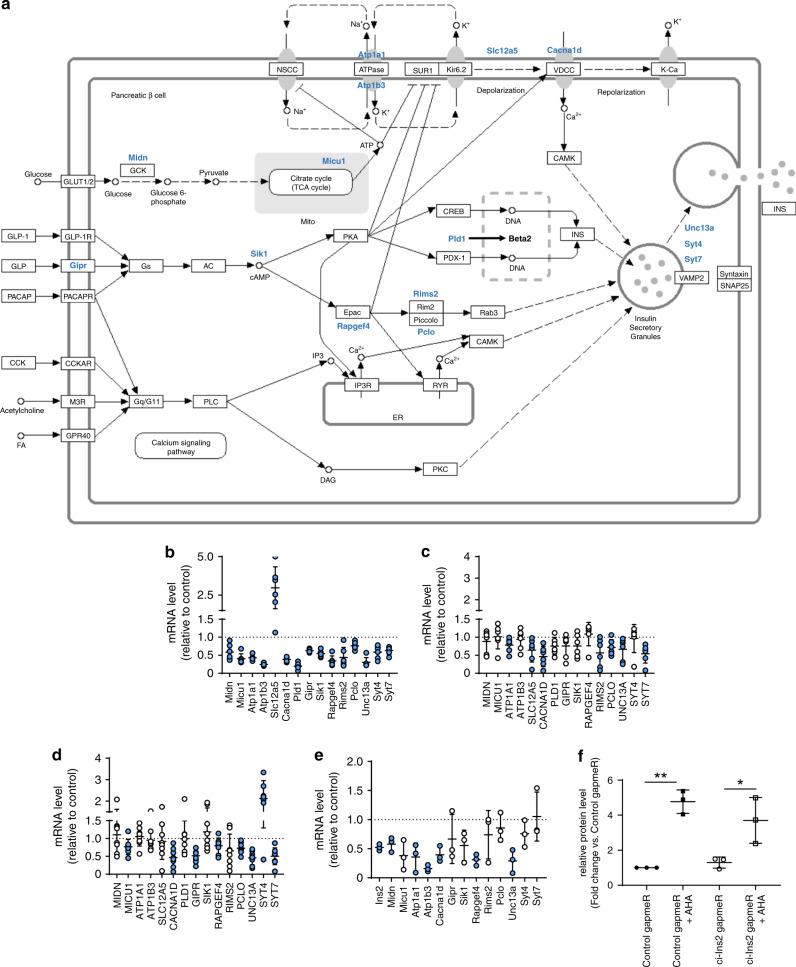
ci-Ins2 and ci-INS inhibition affect islet gene expression. **a** Downregulated and upregulated genes (blue gene names) related to insulin secretion in ci-Ins2 knockdown rat islet cells (modified KEGG pathway map 04911, https://www.genome.jp/kegg/pathway.html). Genes were selected from the differential gene expression and KEGG pathway enrichment analyses of ci-Ins2 vs. control gapmeR rat islet RNA-sequencing data (*n* = 3, *p* < 0.05, GEO accession GSE134699). **b** Expression of indicated genes normalized to *Hprt1*, measured by qPCR, in ci-Ins2 gapmeR transfected rat islet cells relative to control. *n* = 5 (*Atp1a1* and *Syt7*) and six independent experiments. **c**, **d** Expression of indicated genes normalized to *HPRT1* and *PPIA*, measured by qPCR, in (**c**) ci-INS gapmeR 1 (*n* = 6 independent experiments) or (**d**) ci-INS gapmeR 2 (*n* = 8 independent experiments) transfected human islet cells relative to control. **e** 2 h newly transcribed mRNA levels of indicated genes normalized to *Hprt1*, measured by qPCR, in ci-Ins2 gapmeR transfected rat islet cells relative to control. *n* = 3 independent experiments. **f** 2 h newly synthesized insulin protein levels, measured by ELISA, in ci-Ins2 gapmeR (clear circles and squares) transfected rat islets relative to control (black circles and squares) and treated (or not) with AHA. *n* = 3 independent experiments. **b**–**f** Data and mean are represented ± s.d. blue circles: *p* < 0.05 by two-tailed one-sample *t*-test. *p = 0.019 and **p = 0.001 by one-way ANOVA and Tukey post hoc test. Source data are provided as a Source Data file.

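Of the 15 genes drawn in Fig. 6a, 12 were lower and 1 was higher in ci-Ins2 gapmeR cells, and Sik1 and Pclo did not pass the test (14 lower and 1 higher when adjusted over the list alone). The study chose these genes on the same libraries, so their count is not independent evidence of a direction. Cacna1d, the pore subunit of a calcium channel, fell from 73.2 ± 0.270 to 46.0 ± 2.44 abundance units (SD, n = 3 each), a log2 fold change of −0.66 (standard error 0.052, adjusted p = 0.0015 from limma). Unc13a, which primes granules for fusion, fell from 16.1 ± 0.645 to 9.47 ± 0.456 units, and Syt7, a calcium sensor of exocytosis, from 622 ± 21.8 to 500.4 ± 11.6. The sodium-potassium ATPase subunit gene Atp1b3 had a log2 fold change of −0.58 (adjusted p = 0.0054). Rims2, Gipr, Midn and Syt4 had log2 fold changes of −0.53, −0.33, −0.39 and −0.35 (adjusted p = 0.018, 0.018, 0.023 and 0.045). Slc12a5, a potassium-chloride cotransporter, rose from 0.825 ± 0.173 to 3.86 ± 0.480 units, a log2 fold change of 1.41 (standard error 0.11, adjusted p = 0.0016). Its 3 control values all lay below the filter of 1. It passed without each control library, but was not tested without any 1 ci-Ins2 library or with the filter at 5. Sik1, a salt-inducible kinase, had a log2 fold change of −0.59 (standard error 0.14, adjusted p = 0.072), and with the animal as a block its adjusted p was 0.0089. Camera gave the list an adjusted p of 5.7e-11 toward lower expression, and the adjusted p = 0.11 with an estimated correlation. Without 1 library between 6 and 9 of the genes were lower, with 6 both without ci-Ins2 replicate 2 and without ci-Ins2 replicate 3. Cacna1d, Unc13a and Atp1b3 passed in each of these 6 fits, while Syt7, Rims2, Gipr and Midn passed in 1 and Syt4 in none, with an adjusted p of at most 0.0836, 0.0698, 0.0749, 0.105 and 0.135.

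**Figure D4:**
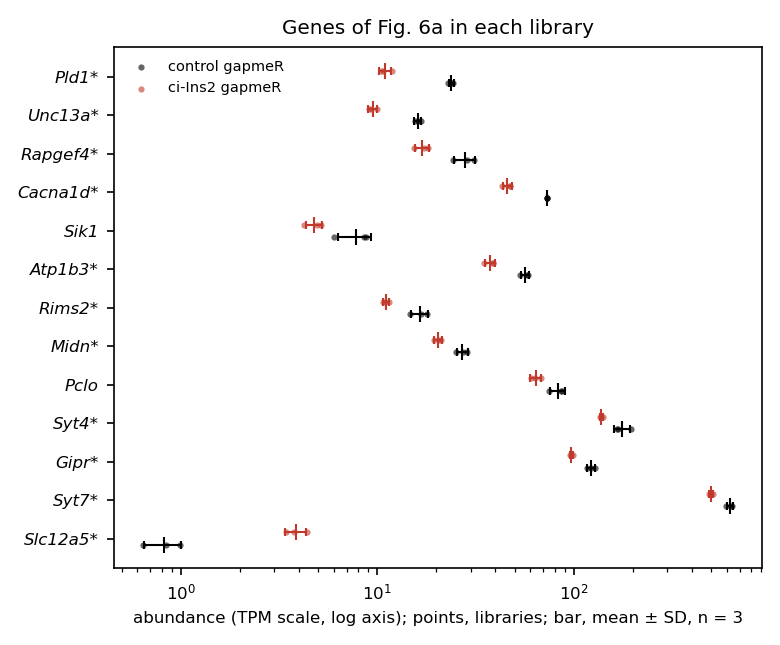
Abundance (x axis, log scale) of 13 genes of Fig. 6a (y axis) in each library. Black, control gapmeR; red, ci-Ins2 gapmeR; points, the 3 libraries of a group; bars, mean ± SD; asterisks, adjusted p under 0.05. All 3 ci-Ins2 points lie below the 3 control points for 12 genes and above them for Slc12a5. Of all genes tested, 26.8% have no overlap between the groups.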

Intronic circRNAs have been proposed to favor the transcription of their parent genes and probably of other target genes^13^. To assess whether low ci-Ins2 levels affect the transcription of *Ins2* and of genes necessary for insulin secretion, we transfected rat islet cells with a ci-Ins2 gapmeR and two days later treated them for 2 h with 5-ethynyl uridine to tag newly transcribed RNAs. In the case of *Midn*, *Atp1a1*, *Atp1b3*, *Cacna1d*, *Rapgef4*, and *Unc13a*, total mRNAs and newly synthesized transcripts were reduced to the same extent (Fig. 6b, e), indicating that at least part of the effect of ci-Ins2 may be mediated at the transcriptional level. Although the overall *Ins2* mRNA was unchanged (Fig. 4a), we found that inhibition of ci-Ins2 reduced the quantity of newly synthesized *Ins2* mRNA (Fig. 6e). 

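Ins2 ranked 2 of all genes in each of the 6 rat islet cell libraries, below Ins1. Ins1 made up 7.83% to 8.06% of the deposited abundance and Ins2 7.46% to 7.89%. Averaged over the libraries, Ins1 stood at 79434 and Ins2 at 76927 units, followed by the islet amyloid polypeptide gene Iapp at 24668 and the glucagon gene Gcg at 24237. After scaling, Ins2 was 78318 ± 535 units in control cells and 75374 ± 1031 in ci-Ins2 gapmeR cells (SD, n = 3 each), a log2 fold change of −0.06 (standard error 0.092, adjusted p = 0.79 from limma). For Ins1 the log2 fold change was −0.05 (standard error 0.093, adjusted p = 0.82). These standard errors are drawn by limma toward a trend over all genes and are larger than the SDs of the 2 genes would give. After scaling, both genes were lower in all 3 ci-Ins2 libraries than in any control library, while the values as deposited overlapped. Of all genes tested, 26.8% have no overlap between the groups. The adjusted p therefore does not show that the levels were equal.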

The discrepancy between these two observations may be explained by the high stability (half-life ≥29 h)^35^ and abundance of the *Ins2* mRNA (second most expressed gene in islets, GEO accession GSE134699). Therefore, we assessed whether silencing of ci-Ins2 affects the amounts of newly synthesized insulin. For this purpose, newly synthesized proteins of rat islet cells transfected with control or ci-Ins2 gapmeRs were labeled with L-Azidohomoalanine (AHA). Although we observed a tendency for a decrease in newly synthesized insulin upon ci-Ins2 silencing, the effect did not reach statistical significance (Fig. 6f). This suggests that the reduction in insulin mRNA level may be insufficient to significantly impact on insulin content.

Decreased expression of the voltage-dependent Ca^2+^ channel subunit *Cacna1d* or *CACNA1D* after inhibition of ci-Ins2 or ci-INS (Fig. 6b–d) suggests a defect in Ca^2+^ signaling. Consistent with this hypothesis, ci-Ins2 knockdown led to a reduction in Ca^2+^ peak and integrated load in the presence of stimulatory and membrane-depolarizing K^+^ concentrations (Fig. 7a–c).

**Fig. 7:**
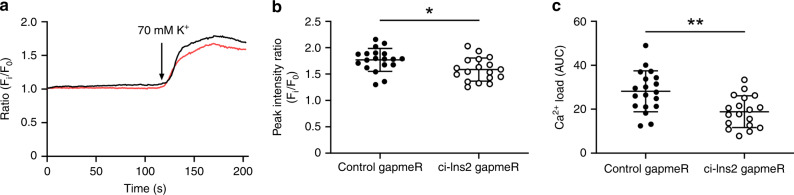
ci-Ins2 knockdown decreases depolarization-induced Ca^2+^ influx. **a**–**c** Rat islets were transfected with control (black circles) or ci-Ins2 (clear circles) gapmeRs and dissociated into single cells. Experiments were performed 48 h after transfection. **a** Representative Ca^2+^ imaging in control (black line) or ci-Ins2 (red line) gapmeRs. **b** Ca^2+^ peak intensity and **c** integrated Ca^2+^ load after K^+^ stimulation. *n* = 18 (ci-Ins2 gapmeR) and 19 (control gapmeR) cells from two independent experiments. Data and mean are represented ± s.d. *p = 0.015 and **p = 0.002 by two-tailed unpaired *t*-test. Source data are provided as a Source Data file.

Next, we attempted to determine the mechanism(s) by which ci-Ins2 regulates the transcription of their target genes. To exert their cellular functions, circRNAs can bind microRNAs (miRNAs) or RNA-binding proteins (RBPs)^2–4^, and could potentially also bind transcription factors (TFs). How circRNAs act is probably dependent on their subcellular localization. In general, exonic circRNAs, such as circHIPK3, which reside in the cytoplasm have been shown to bind miRNAs, in contrast to intronic circRNAs, which localize to the nucleus, and thereby rather interact with nuclear RBPs^16,36,37^. A nuclear/cytoplasmic fractionation performed in the murine β-cell line MIN6B1 revealed that, as expected, *Gapdh, Ins2,* and circHIPK3 were localized in the cytoplasm while the lncRNA Malat1 was detected in the nucleus^38^ (Fig. 8a). Interestingly, we found that ci-Ins2 predominantly resides in the nucleus and to a lesser extent in the cytoplasmic fraction (65% vs. 35%, *p* = 0.0074, *n* = 4, Fig. 8a).

**Fig. 8:**
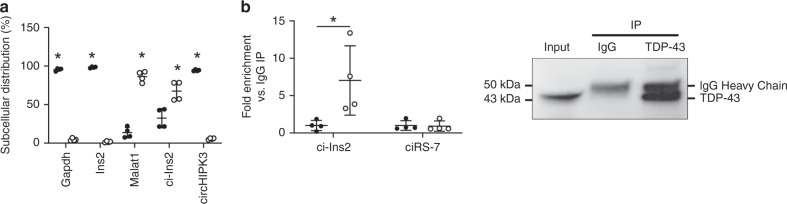
ci-Ins2 predominantly localizes to the nucleus and interacts with the RBP TDP-43. **a** Expression level of indicated genes, measured by qPCR, in nuclear (clear circles) and cytosolic fractions (black circles) of MIN6B1 cells. *n* = 4 independent experiments. **b** RNA immunoprecipitation (IP) of TDP-43 or control IgG in MIN6B1 cell lysates. *Left*: ci-Ins2 and ciRS-7 RNA levels, measured by qPCR, in immunoprecipitated samples relative to IgG. TDP-43 IP (clear circles) and IgG IP (black circles). *n* = 4 independent experiments. *Right:* Representative image of immunoprecipitated samples immunoblotted for TDP-43. Data and mean are represented ± s.d. *p ≤ 0.01 (**a**) and *p = 0.04 (**b**) by two-tailed unpaired *t*-test. Source data are provided as a Source Data file.

We next used a computational approach to search for potential binding sites of miRNAs, TFs, and RBPs in ci-Ins2 and ci-INS genomic sequences, and performed an enrichment analysis of miRNAs and TFs targeting the qPCR-validated genes differentially expressed after ci-Ins2 or ci-INS inhibition (Supplementary Tables 3–7, Fig. 6b–d). Since it is present in the cytoplasm, ci-Ins2 could potentially exert its action by sponging miRNAs. However, among the miRNAs predicted to target the genes deregulated upon ci-Ins2 silencing, only one potential binding site for miR-139-3p, miR-188-5p, miR-296-5p, and miR-744 was identified in ci-Ins2 or ci-INS sequences (Supplementary Tables 3, 4). These miRNAs are barely detected in rodent and human islets (our unpublished data) and there is no experimental evidence indicating that these miRNAs may be involved in the regulation of insulin secretion.

Although the interaction between intronic circRNAs and TFs remains to be established, we also searched for possible TF binding sites. We found that ci-Ins2 or ci-INS contain sequences predicted to bind GLI2, SMAD3, and SMAD4 (Supplementary Tables 5, 6). These TFs have been shown to modulate various genes involved in insulin secretion^39–41^.

Computational analysis revealed that ci-Ins2 can potentially interact with several RBPs (Supplementary Table 7). In particular, we found that mouse ci-Ins2 is predicted to bind to the TAR DNA-binding protein 43 kDa (TDP-43, encoded by *Tardbp*). If one or few binding site mismatches are allowed the interaction between TDP-43 and mouse ci-Ins2 appears to also be conserved for rat ci-Ins2 and human ci-INS. Among the potential binding partners, TDP-43 stand out as the best candidate to mediate the actions of ci-Ins2. In fact, the knockout of this RBP in β-cells has recently been shown to result in defective insulin secretion^42^. Second, silencing of TDP-43 and ci-Ins2 results in a decrease in the expression of a common set of genes and in particular of genes involved in Ca^2+^ signaling and insulin exocytosis^42^. Third, TDP-43 has already been shown to interact with intron lariats^16^. None of the other RBPs identified in the computational analysis possesses these properties. We nevertheless do not exlude that other RBPs may mediate part of the effect of ci-Ins2.

To assess whether the blunted insulin secretion observed in our model is mediated by the interaction with TDP-43, we compared expression changes upon ci-Ins2 down-regulation in rat islets (GEO accession GSE134699) with those in MIN6 cells depleted from TDP-43 (GEO accession GSE125424). We identified 18 orthologous mouse-rat pairs whose expression change in the same direction in both models, including *Cacna1c, Pclo Pld1*, and *Rapgef4* (Supplementary Table 8). 

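In the rat islet libraries Cacna1c, the pore subunit of an L-type calcium channel, fell from 14.5 ± 1.41 to 2.69 ± 0.463 units after ci-Ins2 knockdown (SD, n = 3 each), a log2 fold change of −2.07 (standard error 0.12, adjusted p = 0.00036 from limma). Pld1, a phospholipase D, fell from 23.8 ± 0.688 to 11.0 ± 0.768 units, a log2 fold change of −1.05 (standard error 0.065, adjusted p = 0.00054). Rapgef4, the cAMP sensor Epac2, fell from 28.0 ± 3.53 to 17.0 ± 1.45 units, a log2 fold change of −0.69 (standard error 0.11, adjusted p = 0.017). Pclo, a scaffold protein of release sites, was 82.9 ± 6.98 units in control cells and 64.0 ± 3.87 in ci-Ins2 gapmeR cells, a log2 fold change of −0.37 (standard error 0.077, adjusted p = 0.051), and with the animal as a block its adjusted p was 0.0069. Tardbp, which encodes TDP-43, was 15.5 ± 0.941 and 15.1 ± 1.28 units, a log2 fold change of −0.03 (standard error 0.079, adjusted p = 0.87). Cacna1c and Pld1 stayed past the threshold without any 1 library, while the adjusted p of Rapgef4 reached 0.0666 and that of Pclo lay between 0.0349 (without control replicate 2) and 0.172. The TDP-43 knockdown data of MIN6 cells were not analysed here.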

Of note, genes consistently differentially expressed between experiments are enriched in calcium ion regulated exocytosis (*p* = 0.015) and insulin secretion (*p* < 0.03) (Supplementary Table 9). To experimentally validate the predicted interaction with TDP-43, we immunoprecipitated the RNAs associated with this RBP from MIN6B1 cell lysates and found a significant enrichment of ci-Ins2. This interaction was specific since ciRS-7, an exonic circRNA involved in the control of insulin secretion, was not pulled-down by the TDP-43 antibody (Fig. 8b). Taken together, these results suggest that at least part of the effect of ci-Ins2 on the expression of genes involved in calcium signaling and insulin release is mediated through the interaction with TDP-43.

### ci-Ins2 and ci-INS levels are reduced in type 2 diabetes

We then assessed whether the level of ci-Ins2 and its parent gene *Ins2* are modified in the islets of type 2 diabetes models exhibiting impaired insulin secretion. The level of ci-Ins2 and *Ins2* was indeed reduced in the islets of diabetic Goto-Kakizaki (GK) rats, a model in which type 2 diabetes develops in the absence of obesity^43^ (Fig. 9a). ci-Ins2 was also reduced in obese and hyperglycemic *db/db* mice but remained unchanged in obese but normoglycemic *ob/ob* mice^8^, while *Ins2* was unchanged in *db/db* mice and even increased in *ob/ob* mice (Fig. 9b, c). These results demonstrate that the changes in ci-Ins2 do not simply reflect those of its parent gene. Similar measurements were performed in human islets from type 2 diabetes donors displaying high HbA1c levels and compared to age- and BMI-matched non-diabetic controls (Fig. 9d and Supplementary Table 10). ci-INS levels were significantly lower and *INS* tended to be decreased in the islets obtained from type 2 diabetic patients relative to controls (Fig. 9e). Furthermore, ci-INS levels were inversely correlated with HbA1c (Fig. 9f), whereas those of *INS* were not (Fig. 9g). These findings suggest that inappropriate levels ci-INS, or its rodent ortholog ci-Ins2, may contribute to β-cell dysfunction in type 2 diabetes^8,43,44^.

**Fig. 9:**
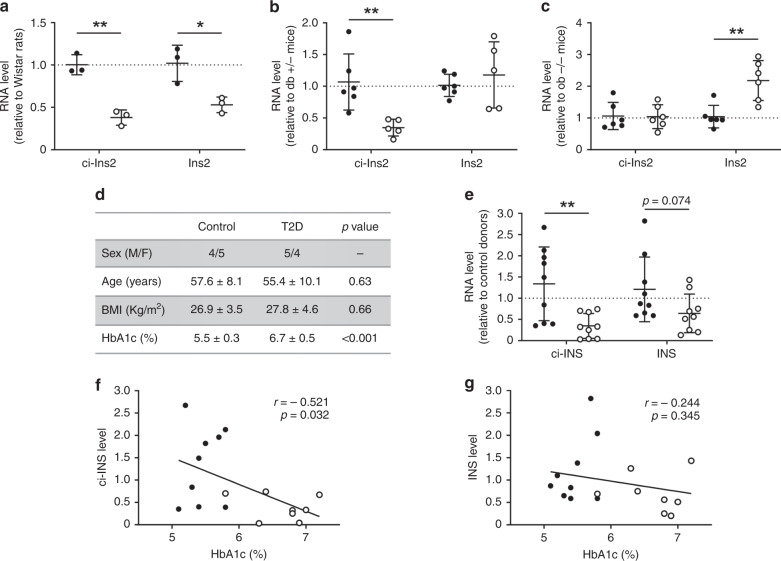
ci-Ins2 and ci-INS levels are low in type 2 diabetes rodent models and human donors. **a**–**c** Islet ci-Ins2 and *Ins2* normalized to *Hprt1*, measured by qPCR, and expressed relative to control in (**a**) type 2 diabetes Goto-Kakizaki (clear circles) relative to Wistar (black circles) rats (*n* = 3), **b** type 2 diabetes *db* +/+ (clear circles) relative to *db* +/− (black circles) mice (*n* = 5 (*db* +/+) and 6 (d*b* +/−), and (**c**) *ob* +/+ (clear circles) relative to *ob* −/− (black circles) mice (*n* = 6). **d** Characteristics of human donors (*n* = 8 (type 2 diabetes (T2D) HbA1c) and 9, Supplementary Table 10). **e** Islet ci-INS and *INS* normalized to *HPRT1* and 18S, measured by qPCR, in type 2 diabetes (clear circles) relative to control (black circles) donors (*n* = 9). **a**–**e** Data and mean are represented ± s.d. *p = 0.022 and **p ≤ 0.01 by two-tailed unpaired *t*-test. **f**, **g** Correlation of (**f**) ci-INS and (**g**) *INS* relative islet RNA levels with HbA1c in control (black circles) and type 2 diabetes (clear circles) donors (*n* = 8 (type 2 diabetes) and 9 (control)). *p* < 0.05 by two-tailed Pearson test was considered significant. Source data are provided as a Source Data file.

## Discussion

Insulin secretion plays a central role in the control of blood glucose homeostasis and defects in this process promote the appearance of diabetes mellitus. Thus, a better understanding of the molecular mechanisms governing the release of this essential hormone is of paramount importance to elucidate the causes of this very common metabolic disorder. Recent findings from different laboratories, including ours, have shown that non-coding RNAs contribute to the fine-tuning of insulin release^6,7,45,46^. Here, we show that the insulin transcript itself is a source of circRNAs that insure the release of appropriate amounts of the hormone.

An increasing number of studies has reported the presence and the functional involvement of circRNAs in a wide variety of cells^2–4^, including pancreatic β-cells^6,7,47^. In this study, we searched for other relevant circRNAs involved in the control of β-cell functions using a computational approach permitting de novo annotation of all potential circRNAs detectable in our mouse islet high-throughput RNA-sequencing data^10^. This annotation predicted the presence of a large number of circRNAs derived from the sequences of key genes encoding proteins involved in insulin biosynthesis and secretion^5,11^. These circRNAs were not detected in our previous study that used a microarray approach and included mostly ubiquitously expressed transcripts^6^. It should be pointed out that in this study the samples used for RNAseq analysis were not pre-treated with RNase R, which may potentially introduce a bias. However, this may also be the case when RNase R treatment is performed^48^. Indeed, while incubation of total RNA with RNase R degrades linear transcripts and favors the detection of circRNAs, this treatment may decrease the chances to detect lowly abundant circRNAs and overestimate the level of intron-derived circRNAs due to lariats being resistant to the treatment. Thus, to obtain a comprehensive view of all potential circRNAs expressed in islets, we elected to perform data-analysis on untreated samples. The circularity and the relative abundance of circRNAs were then confirmed by RNase R treatment and qPCR. Recently, the presence of exonic circRNAs produced from *CHGA*, *PCSK2*, and *SLC30A8* genes was also predicted by the annotation of RNA-sequencing data from human α- and β-cells by Kaur et al.^47^. However, intronic circRNAs were not investigated in the Kaur study. Despite a few differences, probably linked to the higher sequencing depth of our data and to the use of different species, these findings confirm that circRNAs can be generated from key islet genes.

Here, we elected to focus on intronic circRNAs derived from the *Ins2* transcript and to study in more detail the circRNA formed by the intron 2 lariat that is detectable in both rodent (ci-Ins2) and human islets (ci-INS). CircRNAs originating from the *Ins1* gene were also detected in our computational analysis but were not investigated in this study. The *Ins1* gene is expressed in rodents and is not conserved in humans^49^. Moreover, in contrast to the circRNAs originating from *Ins2*, the transcripts originating from the *Ins1* gene are exonic. Thus, if they have any role in β-cells, they would likely have a different mode of action. As expected, this circular transcript generated from the processing of the insulin pre-mRNA was only detected in pancreatic β-cells. Lariats are formed during pre-mRNA splicing but are generally linearized by the RNA-debranching enzyme DBR1 and subsequently degraded by RNA nucleases^21,50,51^. Indeed, inactivation or depletion of DBR1 results in global lariat accumulation. Interestingly, some lariats can escape debranching, as well as degradation, and become stable functional circRNAs^13^. Accordingly, rat ci-Ins2 was resistant to RNase R degradation, as was human ci-INS, and was long lived. However, the mechanisms permitting these circularized transcripts to escape debranching and degradation remain to be defined.

Our data indicate that rat ci-Ins2 is not essential for β-cell survival and has only minor, if any, effects on proliferation. Instead, deficiency of this lariat in rat and human islet cells results in blunted insulin release in response to nutrients (glucose) and/or membrane-depolarizing compounds (KCl). Impaired insulin secretion can be explained by changes in the expression of key genes involved in the secretory pathway of β-cells. Indeed, silencing of rat ci-Ins2, or human ci-INS, was associated with a reduction in a striking number of mRNAs encoding essential components of the secretory machinery of β-cells. These include Ca^2+^ channel subunits regulating the entry of the cation upon membrane depolarization, Ca^2+^ sensors, and different targets and regulators of Rab3 GTPases. Most of these changes were consistent in both species and were reproduced with different gapmeR sequences, confirming the specificity of the effect. Moreover, Ca^2+^ influx stimulated by K^+^ depolarization was decreased in ci-Ins2 knockdown islets in agreement with the downregulated expression of voltage-dependent Ca^2+^ channels.

Little is known about the mode of action of intronic circRNAs. Lariat-derived circRNAs have been shown to act as decoys of RBP^16^, by regulating pri-miRNA processing to mature miRNAs^17^, or as regulators of RNA splicing^18^. Moreover, intronic circRNAs were reported to be preferentially localized in the nucleus and to directly interact with the transcriptional machinery^13^. Accordingly, ci-Ins2 was found to be more abundant in the nucleus and part of its effects appear to be exerted at the transcriptional level by interacting with the RBP TDP-43. Nuclear depletion of this RBP is the histopathological hallmark of amyotrophic lateral sclerosis (ALS). Since ALS patients display impaired glucose homeostasis, Araki and colleagues investigated the potential involvement of TDP-43 in the regulation of insulin secretion. They observed that ALS subjects have reduced early-phase insulin release, which correlates with a decrease in TDP-43 levels in β-cells. Moreover, knock-down of the *Tardbp* gene (encoding TDP-43) in mice did not affect insulin content but resulted in blunted insulin secretion in vivo and ex vivo and in a reduced expression of *Cacna1c*. Finally, overexpression of Cav1.2 restored early-phase insulin secretion in *Tardbp-*depleted MIN6 cells. Among the genes deregulated in islet cells upon ci-Ins2 silencing, 18 are common to *Tardbp*-depleted MIN6 cells and are related to calcium ion regulated exocytosis and insulin secretion pathways. While upon silencing of ci-Ins2 and TDP-43 most genes directly involved in the regulation of insulin secretion display changes in the same direction (in particular *Rapgef4*, *Pld*1, *Pclo,* and *Cacna1c*), some of the other genes do not. It should be pointed out that in our study, we measured gene expression in rat islet cells while Araki et al.^42^ analyzed the impact of TDP-43 silencing in the mouse insulin-secreting cell line MIN6. Moreover, our analysis was carried out by RNA sequencing while Araki et al. used a microarray approach. These experimental differences may potentially explain part of the discrepancies. Moreover, TDP-43 is known to regulate the expression of a large set of genes^52^ and most of the effects of this RBP occur also in cells that do not express insulin. Thus, even in β-cells part of these changes are certainly independent of ci-Ins2. Taken together, our findings suggest that at least part of the effect of ci-Ins2 may be mediated by TDP-43. The precise mechanisms through which ci-Ins2 and TDP-43 regulate insulin release remains to be elucidated. In principle, ci-Ins2 could act both as a co-activator or a decoy for TDP-43. Since TDP-43 is known to associate with a large number of transcripts, ci-Ins2 could potentially guide TDP-43 towards the interaction with certain transcripts but prevent its binding to others. However, our data would fit more easily with a model in which ci-Ins2 functions as a co-activator because the expression of most genes involved in insulin secretion is reduced upon silencing of TDP-43 or ci-Ins2.

Our computational predictions suggest that ci-Ins2/ci-INS contains potential binding sites for the TFs SMAD4, SMAD3, and GLI2. Based on our analysis it is not possible to determine whether these TFs would bind the circRNA or the corresponding genomic sequence. However, since some TFs have been proposed to bind to RNA^53,54^ we included the computational analysis to provide the reader with a comprehensive picture of all possible partners of the circRNA. SMAD3 and GLI2 were reported to impair insulin biosynthesis and glucose-stimulated secretion, partly through repressing insulin transcription^39,40^. In the present study, silencing of ci-Ins2 resulted in a small but significant decrease in newly transcribed *Ins2*, but did not affect insulin content nor insulin biosynthesis. Since it has been reported that pre-existing insulin mRNA is preferentially translated upon glucose stimulation^55^ we cannot fully exclude that, as previously shown for other intronic circRNAs^13^, prolonged reduction in ci-Ins2 affects the expression of its parent gene and would result, over a long period, in a decrease in β-cell insulin content.

A fraction of ci-Ins2 appears to reside in the cytoplasm, fitting with the observations that lariats can in some circumstances be exported to this cellular compartment. Thus, we cannot exclude that ci-Ins2 could also be involved in the regulation of some post-transcriptional events as it has been demonstrated for exonic circRNAs. However, the effect of ci-Ins2 on insulin secretion is unlikely to be mediated by sponging the miRNAs that are predicted to interact with this intronic circRNA, since they are barely expressed in β-cells and none of them has been reported to play important roles in insulin secretion.

Interestingly, the level of ci-Ins2 is not modified in normoglycemic obese mice, but is reduced in the islets of rodent models of type 2 diabetes as observed for circHIPK3 and ciRS-7^6^. This finding was confirmed in human. Indeed, the level of ci-INS was found to be significantly lower in the islets of type 2 diabetes donors and to be inversely correlated to HbA1c levels. This suggests that reduced ci-Ins2 and ci-INS may contribute to β-cell failure in rodent and human type 2 diabetes^8,43,44^.

In conclusion, our data indicate that the primary transcript of the insulin gene is not only providing the code for insulin biosynthesis, but is also generating a circRNA that is necessary to ensure an efficient release of this hormone under stimulatory conditions (Fig. 10). Future experiments will have to determine whether this phenomenon is restricted to β-cells or whether circRNAs with analogous regulatory functions are operating also in other endocrine cells. Elucidating the role of this and other circRNAs will contribute to a better understanding of the etiology of diabetes mellitus and potentially of other endocrine diseases.

**Fig. 10:**
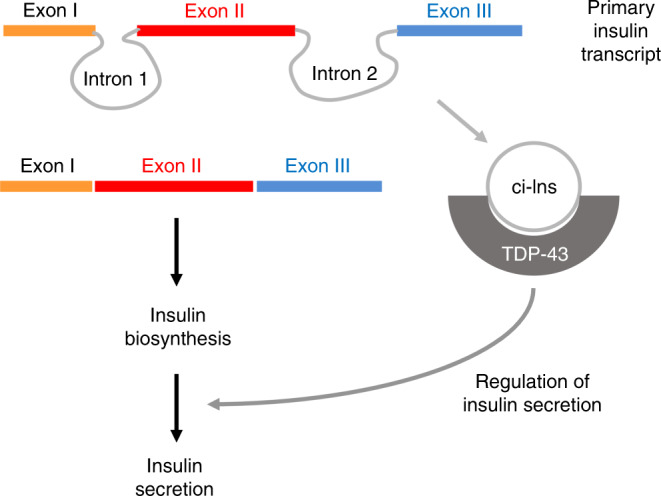
ci-Ins is required for optimal insulin secretion. In β-cells, the primary insulin transcript is processed to generate the mature mRNA that is translated for insulin biosynthesis. In parallel, the second intron excised from the primary insulin transcript forms a stable circular RNA (ci-Ins2/ci-INS) that associates with the RBP TDP-43 and controls the expression of genes necessary for optimal insulin release in response to secretory stimuli.

## Methods

### CircRNA annotation

circRNAs were annotated in high-throughput RNA-sequencing data from mouse islets (GEO accession GSE92602)^10^ by computational detection using two separate circRNA algorithms: CIRI2^56^ and find_circ^57^. Only circRNAs detected by both algorithms were considered and two or more backsplice spanning reads were required to call circRNAs in individual samples.

### Animals

Male Wistar rats and C57Bl/6N mice aged 12 weeks were acquired from Janvier Labs, male C57BL/KsJ *db/db*, C57BL/6J *ob/ob*, and their respective control *db* +/− and *ob* −/− mice aged 13–16 weeks from the Garvan Institute breeding colonies, and female Goto-Kakizaki (GK/MolTac) and control Wistar rats aged 8 weeks from Taconic Europe. Animals were housed under standard temperature (20–24 °C) and humidity (40–70%) conditions on a 12-h light/dark cycle with free access to chow diet and water. Procedures were performed in agreement with the NIH guidelines and approved by the Swiss research council and veterinary offices, the national health and medical research council of Australia, and the ethics committee of Lund University.

### Human pancreatic islets

Human islets from male and female type 2 diabetes and aged- and BMI-matched non-diabetic control cadaver donors (Supplementary Table 10) were provided by the Human Tissue Lab of EXODIAB/Lund University Diabetes Centre through the Nordic Network for Islet Transplantation of Uppsala University. For in vitro experiments, human islets from male and female non-diabetic cadaver donors (Supplementary Table 10) were provided by the Centre Européen d’Etude du Diabète of Strasbourg University (isolation protocol authorization for scientific research #PFS12-0013), the Department of Clinical and Experimental Medicine of Pisa University, and the European Consortium for Islet Transplantation of Hôpitaux Universitaires de Genève through the JDRF award 31-2008-416 (ECIT Islet for Basic Research program). Informed consent was previously provided by all donors. Procedures complied with relevant ethical regulations and were approved by the ethics committees of the corresponding Universities.

### Pancreatic islet isolation, dissociation, and sorting

Mouse and rat islets were isolated by collagenase (Roche) digestion followed by Histopaque (Sigma) density gradient and handpicking^58^. When needed, rodent and human islets were dissociated into single cells by incubation in Ca^2+^/Mg^2+^ free phosphate-buffered saline, 3 mM EGTA, and 0.002% trypsin (Gibco) for 5–10 min at 37 °C. Enriched fractions of α- and β-cells were obtained by Fluorescence-Activated Cell Sorting (FACS) of dissociated islet cells based on β-cell autofluorescence as previously described^59,60^. FACS purity was assessed by double immunofluorescence staining and scoring of α- (glucagon-positive) and β- (insulin-positive) sorted cells using mouse anti-glucagon (Abcam ab10988, 1:1000), guinea pig anti-insulin (Dako A0564, 1:100), goat anti-mouse IgG Alexa Fluor 555 (Thermo Fisher A-21422, 1:500), and goat anti-guinea pig IgG Alexa Fluor 488 (Thermo Fisher A-11073, 1:500) antibodies. On average, β-cell fractions contained 99.1 ± 0.9% insulin-positive cells and 0.6 ± 0.6% glucagon-positive cells, while α-cell-enriched fractions contained 10.6 ± 8.2% insulin-positive cells and 88.8 ± 8.2% glucagon-positive cells. Rodent islet cells were cultured in RPMI 1640 GlutaMAX medium (Gibco) supplemented with 10% fetal bovine serum (Gibco), 100 U/mL penicillin and 100 µg/mL streptomycin (Gibco), 1 mM sodium pyruvate (Sigma), and 10 mM Hepes (Sigma). Instead, human islet cells were cultured in CMRL 1066 medium (Gibco) supplemented with 10% fetal bovine serum, 100 U/mL penicillin, and 100 µg/mL streptomycin, 2 mM L-glutamine (Gibco), and 10 mM Hepes.

### Culture of MIN6B1 cells

The murine insulin-secreting cell line MIN6B1^61^ was cultured in DMEM-Glutamax medium (Invitrogen), supplemented with 15% fetal calf serum (Gibco), 50 U/ml penicillin and 50 µg/ml streptomycin (Gibco), and 70 µM β-mercaptoethanol (Sigma). MIN6B1 cells were tested negative for mycoplasma contamination.

### Cell transfection

Dissociated rat and human islet cells were transfected using Lipofectamine RNAiMAX (Thermo Fisher) with either control or species-specific ci-Ins2 and ci-INS antisense LNA oligonucleotides (gapmeRs, Qiagen) with the following sequences: control gapmeR: 5′-AACACGTCTATACGC-3′, rat ci-Ins2 gapmeR: 5′-GCTTACAGACACATAG-3′, human ci-INS gapmeR 1: 5′-GCTCACGGACACAGGA-3′, and human ci-INS gapmeR 2: 5′-CGGTTGGCTCACGGAC-3′. Cells were then cultured for 48 h before RNA extraction or functional assays.

### Blood and tissue sampling

Rat blood was collected by post-mortem cardiac puncture and centrifuged to separate blood cells and plasma whilst tissues were dissected and immediately frozen in liquid nitrogen. Thereafter, samples were disrupted and homogenized in QIAzol lysis reagent (Qiagen) and conserved at −80 °C until RNA extraction.

### Total RNA and qPCR

Total RNA from islet cells, blood cells, plasma, and tissue samples were extracted with the miRNeasy kit (Qiagen), treated with DNase (Promega or Qiagen), and reverse transcribed with an M-MLV reverse transcriptase and random primers (Promega) or with the High Capacity cDNA kit with RNase inhibitor (Thermo Fisher). Quantitative PCR (qPCR) was performed using the SsoAdvanced Universal SYBR Green Supermix (BioRad) or the PowerUP SYBR Green Master Mix (Applied Biosystems). The number of circRNA and mRNA molecules per ng of rodent islet RNA was evaluated employing a corresponding standard curve. Primer sequences are listed in Supplementary Table 11. Selected qPCR products were loaded in agarose gels for electrophoresis, purified with the QIAquick gel extraction kit (Qiagen), and sequenced. The sequencing files were analyzed using Chromas (2.6.5).

### RNA circularity

Total RNA from islets was treated with DNase and reverse transcribed with random or oligo dT primers (Promega) followed by qPCR amplification, or incubated with or without 2.5 U/µg RNase R (Epicentre) at 37 °C for 15 min or separated into polyA RNA and non-polyA RNA (unbound to oligo dT beads) using the Poly(A)Purist MAG kit (Thermo Fisher AM1922) followed by RNA extraction, DNase treatment, reverse transcription with random primers, and qPCR amplification.

### RNA stability

Dissociated islet cells were cultured with 10 µg/mL actinomycin D (Sigma) for 10 min, 30 min, 1 h, 2 h, and 4 h, and harvested for total RNA extraction followed by DNase treatment, reverse transcription using random primers, and qPCR amplification.

### Nascent RNA pull down

Transfected islet cells were treated with 200 µM 5-ethynyl uridine (EU) for 2 h to tag newly transcribed RNA. Thereafter, cells were harvested for total RNA extraction. EU-RNA was then biotinylated and pulled down using the Click-iT Nascent RNA Capture kit (Thermo Fisher C10365). The EU-RNA captured on streptavidin beads was reverse transcribed with random primers and target RNA levels were measured by qPCR.

### Nascent insulin protein assay

After 48 h of transfection with control or ci-Ins2 gapmeRs, rat islet cells were treated for 2 h with 100 μM of L-Azidohomoalanine (AHA) (Jena Bioscience, CLK-AA005) in methionine-free RPMI medium (Thermo Fisher, A1451701) to tag newly synthesized proteins. Then, proteins were collected in 1% SDS−50 mM Tris-HCl buffer and biotinylated by click reaction using the Click-iT Protein Analysis Detection kit (Thermo Fisher, 3337). Biotinylated proteins were pulled down with an excess of streptavidin-coated beads (Dynabeads MyOne Streptavidin C1, Thermo Fisher, 65001) and eluted from the beads by boiling the samples for 3 min in 0.1% SDS in PBS. Pulled-down biotinylated insulin was quantified by ELISA (Mercodia, 10-1250-10).

### Insulin secretion and content

Transfected islet cells were first incubated at 37 °C for 45 min in a Krebs-Ringer bicarbonate buffer (KRBH) containing 25 mM HEPES, pH 7.4, 0.1% BSA, and 2 mM glucose (Sigma). Thereafter, the cells were incubated at 37 °C for 45 min in KRBH-BSA solutions with 2 mM (basal) or 20 mM (stimulatory) glucose, or with 2 mM glucose and 30 mM (stimulatory) KCl (Sigma). After incubation, supernatants were collected. The cells kept at basal glucose were harvested using acid ethanol (75% ethanol, 0.55% HCl), and those incubated at stimulatory glucose were lysed using Triton X-100 lysis buffer to determine insulin and protein contents, respectively. Insulin levels were measured by ELISA (Mercodia) and cellular protein contents by Bradford assay (Thermo Fisher).

### Ca2+ imaging

Transfected islet cells were washed with KRBH containing 2.8 mM glucose and incubated with 1 μM Fura-2 AM (Thermo Fisher) in KRBH at 37 °C for 30 min to measure intracellular Ca^2+^. The cells were then washed with KRBH and perfused with KRBH containing 70 mM K^+^ at a flow rate of 1 mL/min at 32 °C. Fura-2 AM fluorescence was monitored at 340 and 380 nm (excitation wavelengths) upon Ca^2+^ binding, and the emitted light signals were read at 510 nm. Polychrome V high speed switching monochromator on a Nikon microscope equipped with an Andor ER-BOB-100 trigger box, an Andor camera Ixon3, and the Andor iQ (2.5.1) software were used for imaging. The area under the curve (AUC) was calculated as AUC = Σ [0.5(Ratio340/380n + Ratio340/380*n*−1) × (t*n*−t*n*−1)] (1), in which tn represents the time intervals.

### β-cell proliferation

Proliferative β-cells were detected by immunostaining of transfected islet cells with rabbit anti-Ki67 (Abcam ab15580, 1:1500), guinea pig anti-insulin (Dako A0564, 1:100), goat anti-rabbit IgG Alexa Fluor 488 (Thermo Fisher A-11008, 1:500), and goat anti-guinea pig IgG Alexa Fluor 555 (Thermo Fisher A-21435, 1:500) antibodies. Coverslips were mounted on microscope glass slides with Fluor-Save mounting medium (VWR International SA) and were visualized with a Zeiss Axiovision fluorescence microscope. Prolactin (500 ng/mL, Sigma) was used to stimulate proliferation for 48 h. A minimum of 800 cells were counted per condition.

### Islet cell apoptosis

Cell apoptosis was assessed by incubating transfected islet cells with 1 mg/mL Hoechst 33342 (Thermo Fisher) at 37 °C for 3 min and scoring the fraction of cells displaying pycnotic nuclei under a fluorescence microscope. A mix of the pro-inflammatory cytokines (PeproTech) IL-1β (0.1 ng/mL), TNF-α (10 ng/mL), and IFN-γ (30 ng/mL) was used to induce cell death for 24 h. A minimum of 300 cells were counted per condition.

### RNA sequencing

Libraries from total RNA of transfected Wistar islet cells were prepared and sequenced by the Lausanne Genomic Technologies Facility with the TruSeq Stranded mRNA Library Prep kit and a HiSeq 2500 instrument for a single end run of 125 cycles using the SBS chemistry v4 (Illumina). To determine transcript expression levels, reads were mapped to the rat transcriptome (ENSEMBL 92, rn6) using STAR^62^ (2.5.3a) and quantified with RSEM^63^ (1.3.0). To identify differentially expressed genes, reads were mapped to the rat genome (rn6) using HISAT^64^ (2.1.0) and gene counts for rat genes (ENSEMBL 92, rn6) estimated using HTseq^65^ (0.10.0). Normalization and differential gene expression (FDR < 0.05) were performed using DESeq2^66^ (v.1.12.4). Gene enrichment analysis for significantly up or down-regulated genes relative to all islet expressed genes was carried out using the DAVID webserver^67^ (6.8).

The overlap and direction of changes between genes differentially expressed upon ci-Ins2 knockdown (GEO accession GSE134699) were compared to those of TDP-43 knockdown in MIN6 cells (GEO accession GSE125424^42^) (Supplementary Table 8). The Biological Process GO term for the genes that change consistency between the two experiments (Supplementary Table 9) were analyzed using the DAVID webserver^68,69^ (6.8).

### Subcellular fractionation

Nuclear and cytosolic fractions of MIN6B1 cells were obtained using the PARIS Kit (Thermo Fisher) followed by RNA extraction, reverse transcription and qPCR as previously described.

### Binding site prediction and enrichment analysis

The lariat 5′-3′ genomic sequences of mouse and rat ci-Ins2 and of human ci-INS (Source Data Fig. 1b) were used to predict putative binding sites of miRNAs, RBPs, and transcription factors (TFs) in ci-Ins2 and ci-INS. For miRNAs expressed in β-cells^6^, a custom python script based on a sliding window was utilized to detect a perfect match of miRNA seeds (6 nt) and their position relative to the 5′-end of ci-Ins2 or ci-INS sequences. For RBPs and TFs, the motif scanning tool FIMO^70^ (5.1.0) was used together with the ATtRACT^71^ and Jaspar^72^ motif databases, and the relative position, *p* value (<10^−4^) and sequence of each match are reported. To identify miRNAs and TFs targeting the differentially expressed genes shown in Fig. 6, a gene-set enrichment analysis for binding motifs was performed using Enrichr webserver^73^ (2016).

### RNA immunoprecipitation and Western Blot

RNA immunoprecipitation was performed using the Imprint RNA Immunoprecipitation Kit (Sigma). In brief, MIN6B1 cell lysates (1 × 10^7^ cells) were immunoprecipitated with 5 µg of rabbit IgG or rabbit anti-TDP43 (Abcam ab190963) antibodies, which were pre-bound to protein A agarose beads. Following an overnight incubation with respective antibodies, equal proportions of the sample volume were used for protein and RNA isolations, respectively. For Western Blot analysis, the immunoprecipitated proteins were eluted by heating the samples to 95 °C for 5 min in 2x Laemmli Buffer supplemented with β-mercaptoethanol. The samples, including a MIN6B1 input cell lysate, were run on a SDS-PAGE gel (Bio-Rad, 4561086) and transferred onto a nitrocellulose membrane (Bio-Rad, 1620117) which was subsequently blocked for 1 h in 5% BSA in TBS-T and incubated overnight at 4 °C with the anti-TDP43 antibody (1:1000 in blocking solution). Afterwards, the membrane was incubated for 1 h with the HRP-conjugated goat anti-rabbit IgG (H + L, Jackson ImmunoResearch 211-035-109, 1:10000 in blocking solution) and subsequently revealed using the ECL substrate (Pierce, 32106). For qPCR analysis, RNA molecules bound to immunoprecipitated proteins were eluted in Qiazol followed by RNA isolation, reverse transcription and qPCR as previously described.

### Statistical analysis

Data are represented as the mean or as individual values and mean ± standard deviation (s.d.). GraphPad Prism 7 and IBM SPSS Statistics 25 software were used to plot and analyze data with suitable statistical tests. Data normality was determined with a Shapiro-Wilk test, and homogeneity of variances with a Levene test. A two-tailed one-sample *t-*test was used to compare a data set to a control value settled to 1, and two-tailed paired or unpaired *t*-tests for comparing two data sets. One- or two-way ANOVA followed by Tukey, Dunnett, or Games-Howell post hoc tests were used to compare multiple data sets. Correlation of data sets was assessed by a two-tailed Pearson test. Differences between data sets were considered significant whenever *p* values were inferior to 0.05.

### Reporting summary

Additional information on the design of this study is available in the Nature Research Reporting Summary of this article.

## Supplementary information

Supplementary Information

Reporting Summary

Supplementary Data

## Data Availability

All data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon request. RNA-sequencing data and annotated circRNAs are available under the Gene Expression Omnibus (GEO) accession code GSE134699. The source data underlying Supplementary Fig. 2 (ab1 raw sequencing files) are provided as a Supplementary Data compressed archive file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A circular RNA generated from an intron of the insulin gene controls insulin secretion
**Source:** Nat Commun. 2020 Nov 5;11:5611. doi: 10.1038/s41467-020-19381-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	No software was used.
Data analysis	CIRI2, find_circ, Chromas (2.6.5), Andor iQ (2.5.1), STAR (2.5.3a), RSEM (1.3.0), HISAT (2.1.0), HTseq (0.10.0), DESeq2 (v.1.12.4), DAVID webserver (6.8), FIMO (5.1.0), Enrichr webserver (2016), GraphPad Prism 7, IBM SPSS Statistics 25.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon request. RNA sequencing data of ci-Ins2 knockdown in rat islet cells and annotated circRNAs are available under the Gene Expression Omnibus (GEO) accession code GSE134699 in <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134699>; high-throughput RNA-sequencing data from mouse islets under GEO accession GSE92602 in <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE92602> (Ref #10) and microarray data of MIN6 cells depleted from TDP-43 under GEO accession GSE125424 in <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi> (Ref #68). ATtRACT database is available in <https://attract.cnsc.es/> (Ref #72), Jasp database in <http://jasp.genereg.net/> (Ref #73), ENSEMBL 92, rn6 in http://apr2018.archive.ensembl.org/Rattus_norvegicus/Info/Index, and Rat Transcriptome (rn6), Human Transcriptome (hg38) and Mouse Transcriptome (mm10) in <https://genome.ucsc.edu/cgi-bin/hgGateway>. The source data underlying Figs. 1a-c, 2a-f, 3a-c, 4a-d, 5a-f, 6b-f, 7a-c, 8a-b, 9a-g are provided as a Source Data file. The source data underlying Supplementary Fig. 2 are provided as a compressed archive file containing the .ab1 raw sequencing files.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No calculation was performed to predetermine sample size. It was based on the quality, functionality, and availability of the samples in order to obtain representative results. The sample sizes were sufficient for the requirements of the respective statistical test.
Data exclusions	No data were excluded.
Replication	Independent experiments including positive and/or negative controls were performed for each analysis. Replication was confirmed. The experiments shown were repeated as follows:<br>1 time: Fig. 1a,c<br>2 times: Fig. 7b,c<br>3 times: Fig. 2c,e (rat ci-Ins2, human ci-INS, human INS), 6e,f, 9a<br>4 times: Fig. 2a,b,d,e (rat Ins2), 3a,b, 8a,b<br>5 times: Fig. 2f, 3c, 4b, 6b(Atp1a1 and Syt7), 9b(db+/-)<br>6 times: Fig. 4a,d, 5a,b,c, 6b(all but Atp1a1 and Syt7),c, 9b(db+/-),c<br>8 times: Fig. 5d,e,f, 6d, 9f(type 2 diabetes),g(type 2 diabetes)<br>9 times: Fig. 4c, 9e,f(control),g(control)
Randomization	Animal studies included control and diabetic animals matched by age and genetic background. Human studies for RNA levels included type 2 diabetes and aged- and BMI-matched non-diabetic control cadaver donors. Human studies for in vitro experiments included non-diabetic cadaver donors of random age, sex, and BMI. Randomization was not required for studies using MIN6 or primary rat islet cells as all experimental groups were obtained from cells of either the same passage or same animal for each biological replicate.
Blinding	Investigators were not blinded to group allocation. Blinding was not relevant since controls were used for the animal and human studies. In addition, most data are supported by data obtained from unbiased methods such as RNA sequencing.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☐	☒ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Mouse anti-glucagon (Abcam ab10988), guinea pig anti-insulin (Dako A0564), rabbit anti-Ki67 (Abcam ab15580), rabbit anti-TDP-43 (Abcam ab190963), goat anti-mouse IgG Alexa Fluor 555 (Thermo Fisher A-21422), goat anti-guinea pig IgG Alexa Fluor 488 (Thermo Fisher A-11073), goat anti-guinea pig IgG Alexa Fluor 555 (Thermo Fisher A-21435), goat anti-rabbit IgG Alexa Fluor 488 (Thermo Fisher A-11008), goat anti-rabbit HRP-conj. IgG (H+L) (Jackson ImmunoResearch 211-035-109).
Validation	Primary antibodies were obtained from the aforementioned companies. Testing was performed to control for specificity and efficiency. Company websites and literature were consulted for selecting the antibodies according to their use for immunocytochemistry/immunofluorescence (ICC/IF) or western blot (WB). Citations/Validations for ICC/IF referenced by Abcam: Mouse anti-glucagon ab10988: 3, verified by IF and IHC in rat pancreas sections; Rabbit anti-Ki67 ab15580: 73., verified by IHC in mouse spleen, human spleen, human colon, human skin carcinoma, mouse tumor sections and IF in rat retina, HAP1 cells,

mouse trachea, SK-N-SH cells, mouse olfactory bulb, human skin, human umbilical artery endothelial cells, HeLa cells and MEF1 cells, as well as, knockout samples. Citations for ICC referenced by Labome for guinea pig anti-insulin (Dako A0564): 12, with the following publications using this antibody for ICC in rat tissues: Zhang et al, J Cell Bio, 2017; Hayes et al, Mol Cell Biol, 2016; Shen et al, Nat commun, 2015.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	The MIN6B1 cells were kindly provided by Dr. Philippe Halban (Ref# 61).
Authentication	The secretory capacity of MIN6B1 cells to release insulin in response to glucose or other secretagogues was verified after each thaw and frequently during passaging. The cell line was not further authenticated.
Mycoplasma contamination	MIN6B1 cells tested negative for mycoplasma contamination.
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell lines were used in the study.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Male Wistar rats and C57Bl/6N mice aged 12 weeks, male C57BL/KsJ db/db, C57BL/6J ob/ob, and their respective control db +/- and ob +/- mice aged 13-16 weeks, and female Goto-Kakizaki (GK/MoTac) and control Wistar rats aged 8 weeks.
Wild animals	The study did not involve wild animals.
Field-collected samples	The study did not involve samples collected from the field.
Ethics oversight	Procedures were performed in agreement with the NIH guidelines and approved by the Swiss research council and veterinary offices, the national health and medical research council of Australia, and the ethics committee of Lund University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics	Male and female type 2 diabetes and non-diabetic cadaver donors aged 41-82 years.
Recruitment	Islets from cadaver donors were provided by the Human Tissue Lab of EXODIAB / Lund University Diabetes Centre through the Nordic Network for Islet Transplantation of Uppsala University, the Centre Européen d'Etude du Diabète of Strasbourg University (isolation protocol authorization for scientific research #PFS12-0013), the Department of Clinical and Experimental Medicine of Pisa University, and the European Consortium for Islet Transplantation of Hôpitaux Universitaires de Genève through the JDRF award 31-2008-416 (ECIT Islet for Basic Research program). Informed consent was previously provided by all donors. We have no evidence of any biases.
Ethics oversight	Procedures were approved by the ethics committees of the Uppsala, Strasbourg, Pisa, and Genève Universities.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

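Rat islet cells were transfected with a control gapmeR or a gapmeR against ci-Ins2, with 3 libraries in each group, and RNA was taken 48 h later. The authors mapped the reads to the rat transcriptome (rn6) with STAR 2.5.3a and quantified transcripts with RSEM 1.3.0, as the submitters' processing notes and the paper state. The deposited abundances of transcripts are relative values with the same sum in each library, 10 times that of TPM. Their unit is not named in the sources used here. They behave as TPM multiplied by 10 would, they are not counts, and they carry no depth, so no count test was run and the precision that depth gives is unknown. For the lists of changed genes the authors mapped the reads to the rat genome with HISAT2 2.1.0, counted them with HTSeq 0.10.0 and tested them with DESeq2 1.12.4. These deposited tables give the authors' log2 fold changes, their p-values and, for pathways from DAVID 6.8, p-values and fold enrichment. They hold genes and pathways past the authors' thresholds, and were used for overlap and as the authors' values.

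The mouse islet annotation of circRNAs was made by the authors with CIRI2 and find_circ from libraries of another study. The mean that the authors deposited is a signal of DESeq2-normalized junction reads over samples of mice on a normal diet. It was used as the authors' value, and 6 columns of single samples of that study were not used.

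From the deposited abundances, each value was divided by 10 and the transcripts of each gene name were summed, which gave 28656 names. Names with a value of at least 1 in 3 or more of the 6 libraries were kept, 13927 in all, of which 11039 have a gene symbol. Each library was divided by its median-of-ratios size factor (0.962 to 1.035), and limma 3.58.1 in R 4.3.3 was run on log2(value + 1) with a mean-variance trend and Benjamini-Hochberg adjustment over all genes tested. Genes with an adjusted p under 0.05 were called lower or higher, for ci-Ins2 minus control. A fold change is on the log2(value + 1) scale, which understates the change of low genes. Gene lists were tested with camera at a preset correlation of 0.01 and by a one-sided Fisher's exact test among the called genes against all genes tested, adjusted over the 22 lists. Tables and plots used Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

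The design, the gene lists, the rule for named genes and the alternatives were set before the data were examined. The lists were the study genes of Fig. 6a, exocytosis machinery, voltage-gated calcium channels, potassium and sodium channels, ion pumps and calcium stores, insulin granule and hormone processing, beta-cell transcription factors, glucose sensing and glycolysis, cAMP and G protein-coupled receptor signaling, p53 targets, unfolded protein and integrated stress response, interferon response, NF-kB and inflammation, cell proliferation, and markers of alpha, delta and PP, acinar, ductal, endothelial, fibroblast and stellate, macrophage and immune, and Schwann cells. The named genes were those the paper names for this experiment, the 10 genes with the most negative and the 10 with the most positive log2 fold change among called genes with a symbol, a mean of at least 5 in the higher group and no overlap between the groups, and at most the 4 members of each list with the smallest adjusted p. Where a count of called list members is given, its members are named, except for some genes that are not reported here. For circRNAs they were those of the host genes the paper names and the 10 with the highest mean. The genes the paper names and the authors' tables had been seen when these choices were used.

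The replicate numbers pair the libraries, since the study's reporting summary says that all groups of a biological replicate came from the same animal. The deviations of the libraries from their group means were checked for this. They correlated at 0.462, 0.493 and 0.419 between libraries with the same number and at −0.157 to −0.266 between libraries with different numbers. The fit has no block, as the methods name none, and a fit with the animal as a block was run beside it. Of the variance between libraries, the first principal component held 38.2% and separated the conditions. The components with 25.1% and 20.5% followed the replicate numbers.

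The alternatives were a block for the animal, pseudocounts of 0.1 and 5, no filter, a filter at 5, no scaling, a total without the 22 most abundant genes, no mean-variance trend, other thresholds, an estimated correlation in camera, each library left out in turn, and higher minimum means for circRNAs. The most abundant transcript per gene in place of the sum, and counts over genes with a symbol alone, were added after the data were examined. In fits without a library the remaining group of 2 shares the spread that limma pools over both groups.

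The steps were tested on simulated data with the 13927 genes of this comparison, of which 200 were changed one by one. These were drawn from genes whose mean log2(value + 1) was at least that of 5 units, so recovery among lower genes was not tested. The insulin granule list was also shifted as a set, by a log2 fold change of 0.5. Its called members count in the calls below, but not among the recovered or the unchanged genes. At an absolute log2 fold change of 0.5, 1 and 1.5 the fit without the block recovered 71.2%, 95.5% and 98.5% of the changed genes, with 11 unchanged genes among 203 calls. The fit with the block recovered 25.8%, 71.6% and 94.0%, with 7 unchanged genes among 143 calls. The simulated libraries hold no effect of the animal, so the gain from the block was not tested there. Genes with a near-identical copy, such as Ins1 and Ins2, share reads that the abundance model divides. A correction for gene length or GC content was not made, since no annotation of the authors' build was used here. The human, mouse cell line and qPCR experiments of the paper were not analysed here.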

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

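The count of interferon genes below the fall of the macrophage markers and the comparison of the whole exocytosis list with the granule genes were chosen as tests only after the list results were seen. When the other tests on interferon genes were set, the decreases of Ifi27 and Usp18 and the authors' pathway table had been seen. The paper does not report on the interferon genes or on the markers of macrophages and ductal cells. Over 26 genes of the interferon response the median log2 fold change after ci-Ins2 knockdown was −0.66. Ifi27, Oas2 and Ifih1 were lower and none was higher over all genes tested, 20 were lower when adjusted over the list alone, and 23 were lower with the animal as a block. Camera gave an adjusted p of 2.2e-10, and the adjusted p = 0.38 with an estimated correlation. The lower genes were not enriched for the list (one-sided Fisher's exact test, adjusted p = 0.22), while they were with the block (6.4e-19), without control replicate 1 (6.6e-13, with 12 members lower) and without the most abundant genes in the total (0.0249). Ifi27 stayed past the threshold without any 1 library, and the adjusted p of Oas2 and Ifih1 reached 0.122 and 0.159. In the authors' deposited table the 4 pathways of the lower genes with an adjusted p under 0.05 are Measles, Influenza A, Herpes simplex infection and Hepatitis C, each of which holds Stat2, Oas1a and Oas2.

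Of the explanations for the lower interferon genes, 1 is a single library. At the preset correlation the camera adjusted p of the list was at most 6.0e-07 without any 1 library. This cannot decide, since the estimated correlation was 0.757, at which the list did not pass in the full fit (camera adjusted p = 0.38). The median of the list was −0.57, −0.66 and −0.82 in pairs 1, 2 and 3, and a library belongs to only 1 pair. These medians argue against a single library for the shift of the list. A smaller share of macrophages may account for part of it, as the median of the macrophage and immune markers was −0.44, beyond the bound of −0.33 set for this explanation, although it was −0.25 without ci-Ins2 replicate 1 and −0.28 without control replicate 3, short of it. It is argued against as the sole source for 9 of the 26 (Ifi27, Oas2, Mx1, Rsad2, Irf7, Mx2, Usp18, Isg15 and Oas1a). With 2 standard errors added, taken from the fit with the animal as a block, these lay below a bound of −0.71. That bound is the mean of the macrophage and immune markers less 2 SD over the pairs. Without the block only Ifi27 and Oas2 of the 9 passed over all genes tested. Many of the markers are low genes whose change the scale understates, and with a pseudocount of 0.1 the bound was −1.03 and 7 genes lay below it. A response to the control gapmeR in the control cells cannot be told apart from an effect of ci-Ins2, which stays a hypothesis, because there are 0 libraries of cells with no gapmeR.

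The macrophage and immune markers had a median log2 fold change of −0.44 and the ductal-cell markers one of 0.21. With an estimated correlation the adjusted p = 0.61 for the macrophage and 0.38 for the ductal list, and none of the 12 macrophage markers passed alone. Camera at the preset correlation kept the ductal list in all 6 fits without 1 library (at most 0.0362) and lost the macrophage list in 2 of them (0.0903 without control replicate 3 and 0.136 without ci-Ins2 replicate 1). The enrichment of ductal markers among the higher genes (adjusted p = 0.00044) was lost in each of the 6 fits (at least 0.221) and without the mean-variance trend (0.395). With the filter at 5 the camera adjusted p was 0.249 for macrophage and 0.0884 for ductal markers, and without a filter it was 0.0719 for ductal markers.

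The excess of lower over higher genes held under the other scalings, but its size moved, from 77.6% of the called genes to at least 67.0%. Each scaling starts from abundances with the same sum per library, so a shift shared by most genes cannot be seen. The excess does not follow from 1 library, as at least 80.9% of the called genes were lower without any of them. An effect of the ci-Ins2 gapmeR on many transcripts, through ci-Ins2 or through other RNAs that pair with it, stays open and was not tested.

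The 8 exocytosis genes that passed had a median log2 fold change of −0.60. For them a smaller share of beta cells is argued against as the sole source. The genes of the insulin granule and hormone processing had a median of −0.0697 (−0.13 without control replicate 1), above a bound of −0.30. Their median was −0.0326, −0.0849 and −0.0612 in pairs 1, 2 and 3. The 95% interval of −0.16 to 0.00 treats the 23 genes as independent, so it does not measure the spread over animals. The rule of the bound was set before the list results were seen, and its value comes from the 8 genes. The 8 genes were chosen for being lower, which can enlarge their median and so lower the bound. Rab3gap1, at −1.04 (standard error 0.041), has the smallest adjusted p of them, so it does not answer this. Ins1 and Ins2, which were not chosen in this way, stood at −0.05 and −0.06. For the exocytosis list as a whole, whose median of −0.0747 is nearly that of the granule genes, a smaller share of beta cells stays open, as do a decrease within beta cells and an effect of the gapmeR on RNAs other than ci-Ins2. Of the 5 marker lists of acinar, ductal, endothelial, fibroblast and macrophage cells, 4 had a median below 0, which argues against a larger share of macrophages (below 0 in all 3 pairs, and at most −0.25 without 1 library). A larger share of ductal cells (above 0 in all 3 pairs) stays open, and so does a change in fibroblasts, whose median was −0.07 without control replicate 2.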

How the results depend on the processing

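The alternatives were set before the data were examined, except the most abundant transcript per gene and the counts over genes with a symbol. The count of 488 lower genes was 1428 with the animal as a block, 771 at an adjusted p under 0.1, 281 with an absolute log2 fold change of at least 0.5, 1618 at an unadjusted p under 0.05, and 187 to 309 without 1 library. The count of 141 higher genes was 729 with the block, 89 without a filter, 344 at an adjusted p under 0.1, 54 with an absolute log2 fold change of at least 0.5, 1231 at an unadjusted p, and 35 to 73 without 1 library. Under the other settings the counts were 360 to 502 lower and 122 to 177 higher. The genes shared with the authors' lists, 350 lower and 63 higher, were 164 to 255 and 25 to 37 without 1 library, and 32 higher with the limit on the fold change. The 9 gene lists past camera's threshold became 0 with an estimated correlation, and were 6 to 11 under the other settings. The 9 include the study genes of Fig. 6a, which were chosen on these libraries. The block ended the call of the ductal list and added fibroblast and delta- and PP-cell markers. It turned 27 named genes and the enrichments of p53, cAMP, interferon and fibroblast genes past the threshold and ended that of calcium channels. It changed no other call of a named gene, a list or an enrichment. The exocytosis enrichment had an adjusted p of 0.00144 to 0.174 without 1 library, being lost without control replicate 3, ci-Ins2 replicate 2 or ci-Ins2 replicate 3. The adjusted p of the p53 enrichment, 0.084, was 0.0206 with the block, 0.00825 with a pseudocount of 0.1, 0.0256 without scaling, 0.0119 without the most abundant genes in the total, 0.000704 without the trend and 0.0142 for the most abundant transcript per gene. It was 0.0775 to 0.734 under the settings that left it above the threshold, and 0.209 to 1 without 1 library. The list of cell proliferation genes passed without ci-Ins2 replicate 2 (adjusted p = 0.0476, toward lower expression), against 0.773 toward higher, with up to 0.968 without another library. The calls that the granule, p53, fibroblast and delta- and PP-cell lists gained without 1 library are given with these lists. The 15925 circRNAs became 5439 at a mean of at least 5 and 2986 at 10. Ins2 ranked 2 in each setting. Of 59 named genes that passed, 33 to 39 passed without 1 library, where fewer libraries are tested, and 45 to 59 under the other settings, none in the other direction. Beyond fewer libraries or genes, the cause of these changes was not tested.

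Of the 10 splits of the 6 libraries into 3 and 3, the real one gave 488 lower and 141 higher genes and the highest other gave 1. As many genes were called in 1 of 10 splits for each direction, the real one, which is too few splits for a share under 0.05. The real split gave 9 gene lists and the highest other 12, and 3 of 10 splits gave as many. The 3 other splits that part all 3 pairs gave at most 3 lists, and those that keep 2 pairs together gave up to 12. The calls of camera at the preset correlation are thus not rare among splits of these libraries. DESeq2 and edgeR were not run, since the values are not counts, nor was a correction for gene length. Under the filter at 5 the Schwann list has no member. The read depth is unknown, and what it limits was not tested.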

Differences from the paper's values

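The paper gives 90 genes as higher after ci-Ins2 knockdown and 141 were found here, both at an adjusted p under 0.05. Of the alternatives set before the data were examined, the count comes within 1.5 times the paper's without a filter (89), without the most abundant genes in the total (132), without the mean-variance trend (129) and without ci-Ins2 replicate 2 (73). It does not with the animal as a block (729), pseudocounts of 0.1 (144) and 5 (139), the filter at 5 (140), no scaling (177), the other thresholds (344, 54 and 1231) or without another library (35 to 52).

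The paper shows Pclo and Sik1 as lower, with calls that come from DESeq2 on read counts. For Pclo it also reports qPCR in rat islet cells, and lower PCLO in human islets with either ci-INS gapmeR. Those experiments were not analysed here. Here Pclo had a log2 fold change of −0.37 (adjusted p = 0.051) and Sik1 of −0.59 (adjusted p = 0.072). Pclo passed with the animal as a block (0.0069), with the filter at 5 (0.0399) and without control replicate 2 (0.0349), over a range from 0.0069 to 0.172. Sik1 passed with the block (0.0089) and without control replicate 1 (0.0264), over a range from 0.0089 to 0.215. Both genes were lower in all 3 ci-Ins2 libraries than in any control library. Such a gap between the groups, in either direction, was seen in 26.8% of all genes tested, where 10% would be expected by chance.

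The paper relates its higher genes mainly to p53 signaling. The authors' deposited pathway holds Ccng1, Gtse1 and Cdkn1a, with p = 0.0405 and adjusted p = 0.963 from DAVID. Here the same 3 genes were the p53 targets among 141 higher genes. Their enrichment, against another gene set, had p = 0.0076 and an adjusted p of 0.084 (one-sided Fisher's exact test). The enrichment passed with the block (0.0206), a pseudocount of 0.1 (0.00825), no scaling (0.0256), without the most abundant genes in the total (0.0119) and without the trend (0.000704), and with the most abundant transcript per gene (0.0142), which was chosen after the values were seen.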

Other observations

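No test in this part was planned for the single genes it names, which were chosen after their values were seen, while the gene lists were set before. Endocrine cells other than beta cells showed few changes. Of 9 alpha-cell markers none passed without the block (median log2 fold change 0.01, camera adjusted p = 0.592). Of 8 delta- and PP-cell markers, the retinol-binding protein gene Rbp4 was higher, from 38.4 ± 0.801 to 56.4 ± 1.32 abundance units (SD, n = 3 each; adjusted p = 0.0018 from limma), and the list had a camera adjusted p of 0.078, of 0.024 with the animal as a block, of 0.0306 without control replicate 1 and of 0.0133 without ci-Ins2 replicate 3. With an estimated correlation the camera adjusted p of the delta- and PP-cell list was 0.38 without the block and 0.40 with it. Of 14 fibroblast and stellate-cell markers none passed (median −0.34, camera adjusted p = 0.197), while with the block 7 were lower and the adjusted p was 0.00013. With an estimated correlation the fibroblast list had a camera adjusted p of 0.90 without the block and 0.47 with it. Without 1 library the median of this list ranged from −0.66 (without ci-Ins2 replicate 2, adjusted p = 0.0019) to −0.07 (without control replicate 2, adjusted p = 0.917), and the list also passed without control replicate 3 (0.0165). Without the block, none passed of 7 acinar (median −0.18, adjusted p = 0.777), 9 endothelial (median −0.05, adjusted p = 0.773) and 2 Schwann-cell markers (median 0.16, adjusted p = 0.511). With the block, Kdr of the endothelial markers was lower.

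Stress and growth genes did not pass the test without the block. None of 28 genes of the unfolded protein and integrated stress response was called (median −0.02, camera adjusted p = 0.691), nor of 16 genes of NF-kB and inflammation (median −0.13, adjusted p = 0.304) or 26 of cell proliferation (median −0.02, mean −0.02, adjusted p = 0.773 with the list's rank toward higher expression). With the animal as a block, Sel1l, Chac1 and Dnajb11 of the stress response were lower and Atf3 and Pdia4 higher, Socs3 was lower and Nfkbia higher, and of the proliferation genes Birc5 was lower and Mcm2 and Tyms higher. At an unadjusted p under 0.05 the whole comparison held 2849 genes.

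Some abundant names without a gene symbol had lower means in the ci-Ins2 libraries without passing the test. AABR07015057.1 was 4248 units in control and 2314 in ci-Ins2 gapmeR cells (adjusted p = 0.10), and AABR07015080.2 was 3898 and 2115 (adjusted p = 0.091). The GTPase gene Cdc42, which did pass, was 226 units in control and 104 in ci-Ins2 gapmeR cells.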
